# Interleukin 17 B regulates colonic myeloid cell infiltration in a mouse model of DSS-induced colitis

**DOI:** 10.3389/fimmu.2023.1055256

**Published:** 2023-02-06

**Authors:** Xiaomin Zhang, Xiaokai Zhang, Xiaomei Song, Chuanying Xiang, Chunmei He, Yu Xie, Yangyang Zhou, Ning Wang, Gang Guo, Weijun Zhang, Yan Li, Kaiyun Liu, Quanming Zou, Hong Guo, Yun Shi

**Keywords:** inflammatory bowel disease, neutrophils, intestinal macrophages, myeloid Cells, S100A9, single cell RNAseq

## Abstract

Cytokines play vital roles in the pathogenesis of inflammatory bowel disease. IL17B is protective in the development of colitis. However, how IL17B regulates intestinal inflammation and what cells are regulated by IL17B is still unknown. Here, we aimed to illustrate the IL17B dependent cellular and molecular changes in colon tissue in a mouse colitis model. The results showed that IL17B expression in colon tissues was elevated in inflamed tissues than non-inflamed tissues of IBD patients. Wild type (WT) and *Il17b* deficient (*Il17b* ^-/-^) mice were given 2.5% dextran sodium sulfate (DSS) water, and in some case, *Il17b* ^-/-^ mice were treated with recombinant mouse IL17B. IL17B deficiency resulted in severe DSS-induced colitis with exaggerated weight loss, shorter colon length, and elevated proinflammatory cytokines in colon. Reconstitution of *Il17b* ^-/-^ mice with recombinant IL17B alleviated the severity of DSS-induced colitis. Single cell transcriptional analyses of CD45^+^ immune cells in colonic lamina propria revealed that loss of IL17B resulted in an increased neutrophil infiltration and enhanced inflammatory cytokines in intestinal macrophages in colitis, which were confirmed by real-time PCR and flow cytometry. IL17B treatment also inhibited lipopolysaccharide-induced inflammation in bone marrow-derived macrophages and mice. IL17B inhibits colitis by regulating colonic myeloid cell response. It might represent a novel potential therapeutic approach to treat the colitis.

## Introduction

Inflammatory bowel disease (IBD), including ulcerative colitis and Crohn’s disease, is a chronic inflammatory disease of the gastrointestinal tract with increased morbidity and negatively influence the life quality (1). IBD development is involving dysregulation of the genetic, environmental, microbiota, and immune responses (2). Disruption of the intestinal epithelial barrier triggers the immune reorganization of commensal bacteria and induces an inflammation response characterized by the production of inflammatory cytokines, including tumor necrosis factor (TNF), interleukin 1 beta (IL1B), IL6, IL12, and IL18, which are responsible for IBD pathogenesis (3).

Cytokines play an important role in the development of IBD by regulating the recruitment and differentiation of colonic immune cells (3). IL17 families containing IL17A, IL17B, IL17C, IL17D, IL17E (IL25), and IL7F are all reported to be involved in IBD (4, 5). Among these, the role of IL17A, IL17F, IL17C, and IL17E in colitis and their mechanisms have been thoroughly investigated (4–6), whereas IL17B is less studied. IL17B is expressed by colonic epithelial cells and functions through the receptor IL17RA and IL17RB, which is also the receptor for IL25. IL17B is reported to be protective in dextran sulfate sodium (DSS)-induced colitis mice model, since deficiency of IL17B results in increased susceptibility to colonic inflammation (6). The protective role of IL17B in colitis is assumed to competitively inhibit IL25-driven colon inflammation (6). However, the role of IL17B in IBD patients and the detailed mechanisms of IL17B in inhibition of inflammation have not been illustrated.

The immune response in colon lamina propria is important for IBD progress. The misregulation of myeloid cell response, T cell response, and B cell response were all involved in IBD pathogenesis. How IL17B affects the landscape of immune cells in colon tissue is still unknown.

In this study, we used single cell RNA sequencing (scRNAseq) to reveal that IL17B deficiency led to an altered immune cell landscape in DSS-induced colitis mouse model. IL17B exerts its protective role on colitis by inhibiting neutrophils infiltration, and suppressing proinflammatory cytokines production in intestinal macrophages in colon. Administration of IL17B ameliorates colitis in mice. IL17B is a novel inhibitory cytokine which could be potentially serve as biomarkers and protective new targets harnessed for colitis therapy.

## Materials and methods

### Clinical samples

Human biopsy specimens of colon mucosal tissues were collected from a total of 23 IBD patients with a clinical diagnosis of UC (n = 10) and CD (n = 13). The paired active endoscopic inflamed tissues and non-inflamed tissues were obtained through endoscopic colonic biopsy conducted by the Gastroenterology Department at Chongqing General Hospital. Clinical samples collection was approved by the Ethics Committee at Chongqing General Hospital (Approval number: KY S2022-023-01). Informed consent was obtained from all patients. The clinical information of the patients are list in **Supplementary Table 1**.

### Real-time PCR

The total RNA was isolated from colonic tissues or cells using RNApure Tissue & Cell Kit (CoWin Biosciences, Beijing, China) and reverse transcribed to cDNA with PrimeScript™ RT reagent Kit (Takara Biotechnology, Dalian, China). Real-time PCR was performed using SYBR Green Master Mix (Takara Biotechnology) on CFX96 system (Biorad, CA, USA) with specific primers listed in **Supplementary Table 2**. The expression level of the relative genes was normalized relative to levels of the housekeeping gene *Actb* and calculated using 2^−ΔΔCt^ method.

### Mice

Six-to eight-week-old female C57BL/6 mice were purchased from Beijing HFK Bioscience Limited Company (Beijing, China). IL17B deficient (*Il17b* ^-/-^) mice (C57BL/6-IL17Btm1cyageI) were constructed by Cyagen Biosciences (Suzhou, Jiangsu, China) using CRISPR/Cas9 technology by deleting the exon 2 of *Il17b*. Weight, sex, and age-matched mice were used in all studies. Cohoused WT mice were used as controls for all experiments. The animal studies were approved by the Institutional Animal Care and Treatment Committee of West China Hospital, Sichuan University (Approval number: 2020372A), and carried out according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### DSS-induced colitis

Mice were fed with 2.5% (w/v) DSS (36,000–50,000 daltons; MP Biomedicals, Solon, OH, USA) in drinking water for 6 days and changed back to water. Mice were weighed daily. The body weight loss was calculated as the percentage of the starting weight. Colon length was measured.

### Histopathology

The intermediate colon tissue was cut and fixed immediately in 4% formalin and embedded in paraffin. Sections were cut in 5 μm thick, stained with hematoxylin-eosin and observed by a light microscope. Histological scoring were evaluated as the sum of two parameters according to the following criterion. Epithelium: 0 = normal; 1 = loss of goblet cells; 2 = loss of goblet cells in large areas; 3 = loss of crypts; 4 = loss of crypts in large areas; Inflammatory cell infiltration: 0 = no infiltrate; 1 = infiltrate around crypt basis; 2 = infiltration in the muscularis mucosa; 3 = extensive infiltration in the muscularis mucosa with edema; and 4 = infiltration of the submucosa.

### Colon cytokine detection by ELISA

Colons were weighed and homogenated with 1 mL PBS. The supernatants was taken to measure cytokines by ELISA and normalized to the colon weight.

### ELISA

TNF, IL1B, IL6, and CXCL1 in colon homogenates or serum were measured using mouse TNF ELISA kit, mouse IL6 ELISA kit, mouse IL1B ELISA kit (Biolegend, San Diego, CA, USA) and mouse CXCL1 ELISA Kit (Invitrogen, Carlsbad, CA, USA) accordingly to the manufacturer’s instruction.

### Colonic immune cells isolation

Colons tissue were incubated in digestion solution of Ca2^+^ and Mg2^+^ free PBS with 5 mM EDTA and 1 mM dithiothreitol to remove colon epithelial cells. Remaining tissue was digested using PBS with Ca2^+^ and Mg2^+^ supplemented with 0.3 mg/ml collagenase VIII (Sigma-Aldrich, St. Louis, MO, USA) and 0.3 mg/ml DNase I (Dingguo Changsheng, China) and 5% fetal bovine serum (FBS, Gibco, Melbourne, VIC, Australia). The cell suspension was passed through a 70 μm and a 40 μm cell strainer sequentially to get the single cells.

### Single-cell RNA sequencing

Single-cell capturing CD45^+^ immune cells and downstream library construction were performed on BD Rhapsody system (BD Biosciences, New Jersey, USA) following the manufacturer’s instruction. Briefly, single cell suspensions of each colonic lamina propria sample from 2 WT and 2 *Il17b* ^-/-^ colitic mice were stained with anti-mouse CD45-biotin (30-F11, BD Biosciences) and a separate sample tag (sample tag 1 to 4) using the mouse immune Single-Cell Multiplexing Kit (BD Biosciences). Then CD45^+^ immune cells were sorted using Streptavidin microbeads Kit (Miltenyi Biotech, Bergisch Gladbach, Germany). Viability of cell was > 85% evaluated by trypan blue exclusion. Sample tag labeled single cell of four samples was pooled together (~20,000 cells) to load onto a BD Rhapsody Cartridge for single-cell mRNA capture using BD Rhapsody Cartridge reagent Kit (BD Biosciences). Beads with captured mRNA then were retrieved from cartridge into a single tube and cDNA were synthesis on beads using BD Rhapsody cDNA kit. The cDNA was split to construct the mRNA whole transcriptome analysis (WTA) library and sample tag library using BD Rhapsody WTA Amplification Kit following the BD Rhapsody protocol. The libraries were sequenced on Illumina nova6000.

### ScRNAseq data analysis

The sequenced data were processed *via* BD Rhapsody analysis pipeline on Seven Bridges (SBG, https://www.sevenbridges.com). Briefly, we run BD Rhapsody WTA analysis pipeline to analyze WTA raw reads with the genome reference of GRCm38 and sample multiplex selected of “Single-Cell Multiplex Kit-Mouse”. The output files of molecule counts of each sample were loaded on SeqGeq v1.8 software (BD biosciences) for downstream bioinformatics analysis. First, four samples were concatenated to one sample. We did the dimensionality reduction using the Seurat plugin in SeqGeq with default parameter to get the clusters and differentially expressed genes (DEGs) for defining the clusters. Uniform Manifold Approximation and Projection (UMAP) was used to show the clusters. The DEGs in each cluster between WT and *Il17b^-^* ^/-^ mice were calculated in SeqGeq by statistics with a *P* value < 0.05 and Log_2_ Fold-Change > 0.25 for upregulated genes. The heatmap was also created in SeqGeq. Gene enrichment analysis was performed using Metascape webtool (https://www.metascape.org) (7). For subclustering, all the cluster of myeloid cells were gated as a group and do the reclustering using plugin Seurat in SeqGeq again as above.

### Flow cytometry

The colonic lamina propria cells were blocked with rat serum then stained with live/dead dye FVS700 (BD Biosciences) and the fluorophore-conjugated surface marker antibodies BV605-conjugated anti-CD45 (BD Biosciences), anti-CD11B, and anti-Ly6G antibody (Biolegend). After surface staining, cells was fixed and permeabilized with Foxp3/transcription factor staining buffer set (Thermo Fisher Scientific, MA, USA) followed by staining with AF647-anti S100A9 (BD Biosciences). Cells was acquired on BD FACSCanto™ II (BD Biosciences) and data were analyzed with FlowJo^®^ ver. 10 (BD Biosciences).

### Recombinant IL17B administration

*Il17b* ^-/-^ mice and WT mice were induced colitis by feeding 2.5% or 3% DSS water respectively, and intraperitoneally (I.P.) injected with 0.5 μg of mouse IL17B (R&D Systems, Minneapolis, MN, USA) or PBS. The treatment was performed 1 hour before the initial DSS administration and repeated every 48 hours for 4 times. Severity of colitis was assessed as described above.

### Bone marrow derived macrophages (BMDM)

Bone marrow cells was extracted from the femur of mice and cultured in DMEM supplemented with 25 ng/mL murine macrophage colony-stimulating factor (R&D Systems). On day 7, BMDM were stimulated with lipopolysaccharides (LPS, 10 ng/ml, Sigma-Aldrich) and IL17B (50 ng, 200 ng/ml) for 2 hours and mRNA of cytokines in BMDM were detected by real-time PCR.

### Bulk RNAseq

BMDM were treated with IL17B (200 ng/ml) or PBS as a control (3 samples for each treatment) for 6 hours and total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, USA). Total RNA was quantified using a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific) and used to prepare sequencing library and sequenced on BGIseq500 platform (BGI-Shenzhen, China).

### Data processing of RNAseq

The sequencing data was filtered with SOAPnuke (v1.5.2). Clean reads were obtained and mapped to mouse genome GRCm38 using HISAT2 (v2.0.4). Bowtie2 (v2.2.5) was applied to align the clean reads to the reference coding gene set, then expression level of gene was calculated by RSEM (v1.2.12). Essentially, differential expression analysis was performed using the DESeq2 (v1. 4.5) with Q value ≤0.05. Gene enrichment analysis was performed using Metascape webtool.

### LPS sepsis model

WT mice were I.P. treated with LPS (50 μg/kg) plus IL17B (50 μg/kg) or PBS. Two hours later, blood and colon tissue was taken for cytokines detection.

### Statistical analysis

Data are expressed as mean ± standard error (SD). Statistical analysis was performed using the GraphPad Prism version 5.00 (Graphpad software, La Jolla, CA, USA). Body weight loss was evaluated by 2 way ANOVA analysis with Sidak`s multiple comparisons test. The paired or unpaired *t* test was used to assess statistical differences between two matched or unmatched samples. * *P* < 0.05; ** *P <*0.01; *** *P* < 0.001; **** *P* < 0.0001. All experiments were repeated at least twice except scRNAseq and bulk RNAseq.

## Results

### IL17B is elevated in the colon of patients with IBD

IL17B expression in mouse colitis model has been reported (6), but its expression in IBD patients is still unknown. First we analyzed the RNAseq data of GSE166924 (8) and a microarray dataset of GDS3268 (9) of IBD patients from National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) data sets. The results showed that IL17B mainly expressed in stromal cells in human colon tissue (**Figure 1A**). Further analysis of RNAseq data from colon epithelial biopsies of UC patients showed an increase of IL17B in inflamed tissue of IBD when compared with unaffected regions (**Figure 1B**). To confirm the results, we then collected colon biopsies from IBD patients and detected IL17B expression by real-time PCR. Compared to uninflamed region, samples of patients with active inflammation had a significant increase of IL17B mRNA level compared to the paired non-inflamed colon tissue (**Figure 1C**). These data indicate that IBD patients have increased IL17B expression in colon tissue.

**Figure 1:**
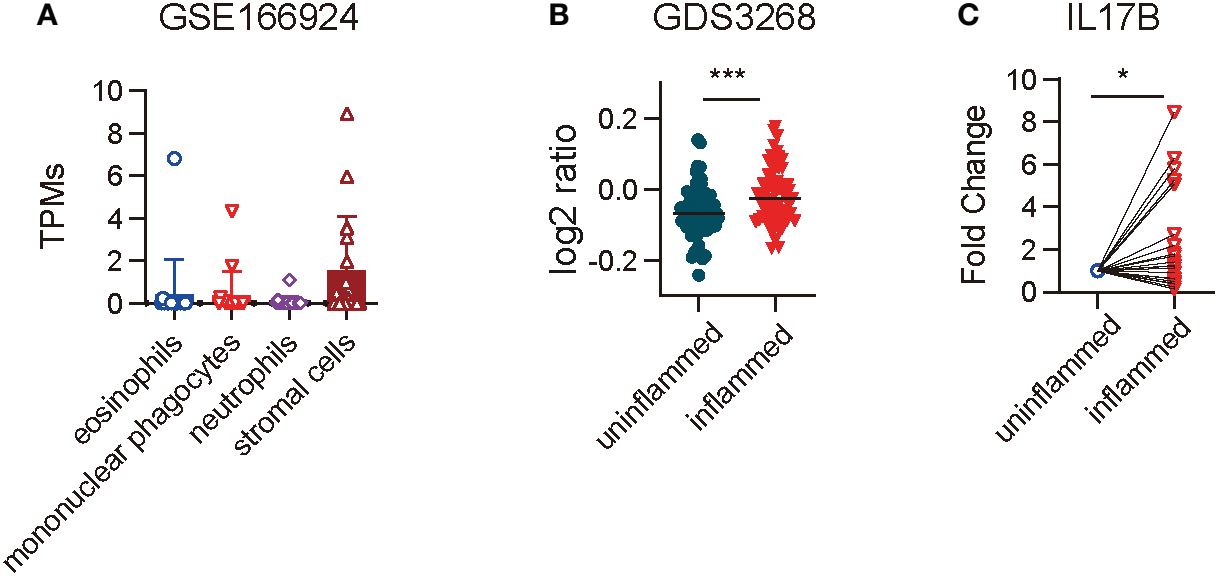
IL17B expression was increased in the colon tissue of IBD patients. **(A)** IL17B expression in different cell types isolated from endoscopic biopsies of patients with IBD in a RNAseq dataset GSE166924. n=17 **(B)** Quantification of IL17B expression of colon uninflamed tissues (n=66) and inflamed tissues (n=63) from UC patients with a microarray data set GDS3268. ***P < 0.001 determined by student t test. **(C)** IL17B expression in paired colon inflamed tissues and non-inflamed tissues from 23 IBD patients was detected by real-time PCR. Data represent mean ± SD, *P < 0.05; determined by paired student *t* test.

### IL17B deficiency exacerbates DSS-induced colitis

To explore the mechanisms of IL17B in the development of colitis, we created a mouse strain with a targeted deletion of exon 2 of IL17B by CRISPR/Cas-mediated genome engineering and confirmed the deletion of IL17B gene (**Supplementary Figures 1A, B**). We then induced the colitis with DSS in WT and *Il17b* ^-/-^ mice. We found that *Il17b* ^-/-^ mice lost more weight (**Figure 2A**) and colon lengths were consistently shorter than their WT counterparts upon DSS treatment (**Figure 2B**). H-E staining of the colon tissues showed greater inflammatory cells infiltration and epithelial cells destruction in *Il17b* ^-/-^ colitis mice (**Figures 2C, D**).We measured the levels of the inflammatory cytokines in colon homogenates at day 8 of colitis. TNF, IL1B, and IL6 were increased in *Il17b* ^-/-^ mice compared with WT in colitis in both protein (**Figure 2E**) and mRNA levels (**Supplementary Figure 1C**). However, mRNA expression of Il17, Il22, Ifnγ, and Il25 were not significantly changed (P < 0.05, **Supplementary Figure 1C**). Therefore, these results indicate that IL17B can ameliorate colitis in mice.

**Figure 2:**
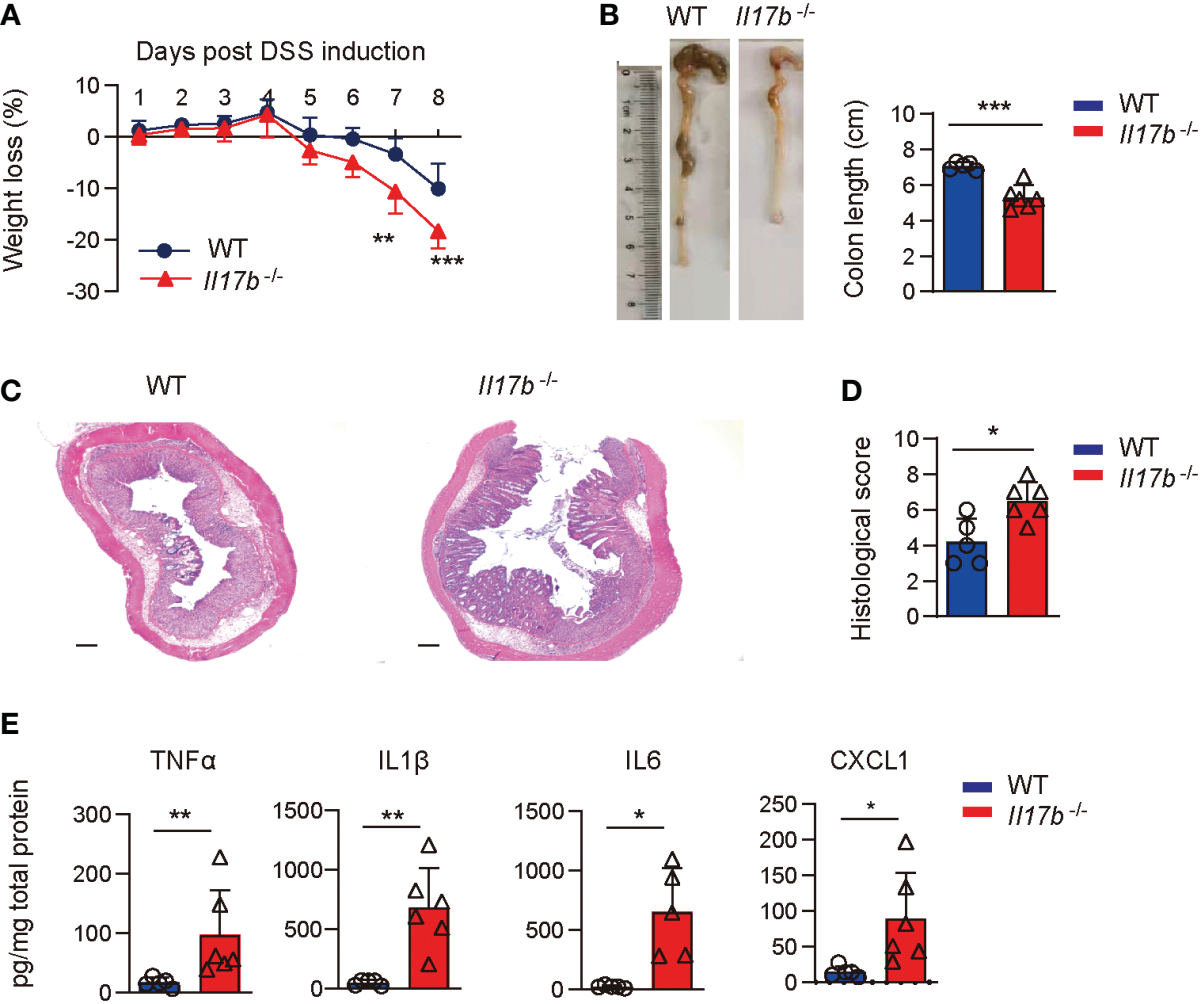
IL17B deficiency results in exacerbated DSS-induced colitis. WT and *Il17b* ^-/-^ mice were fed with 2.5% DSS water for 6 days. n = 5 - 6 mice/group. **(A)** Body weights were measured daily and body weight loss relative to initial weight were calculated. Data are presented as mean ± SD. **P < 0.01, ***P < 0.001, evaluated by 2way ANOVA analysis with Sidak`s multiple comparisons test. **(B)** Colons were removed at day 8 and the colon length was measured. **(C)** Representative H&E staining of colon tissues. Scale bar: 200 μm. **(D)** Quantification of histological score from colonic sections in **(C, E)** The supernatants of colon tissue homogenates were assayed for cytokine by ELISA. For **(B, C)**, data are mean ± SD and are representative of at least 3 independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, evaluated by unpaired *t* test.

### Supplement of IL17B alleviates DSS-induced colitis

To further confirm the protective role of IL17B in colitis, we treated *Il17b* ^-/-^ mice with recombinant mouse IL17B to see if it could reduce the colitis severity. We found that colitic mice treated with IL17B I.P. had reduced weight loss (**Figure 3A**) and longer colons compared those treated with PBS (**Figure 3B**). The same rescue effect of IL17B on DSS colits was abserved in WT mice (**Supplementary Figure 2**). histopathological analysis of colon tissues revealed that IL17B alleviate the inflammatory cells infiltration and epithelial cells destruction in *Il17b* ^-/-^ colitis mice (**Figures 3C, D**)Further, treatment of IL17B significantly reduced TNF, IL1B, and IL6 expression in colon tissue in *Il17b* ^-/-^ colitic mice (**Figure 3E**).These data confirm that IL17B protects DSS-induced colitis.

**Figure 3:**
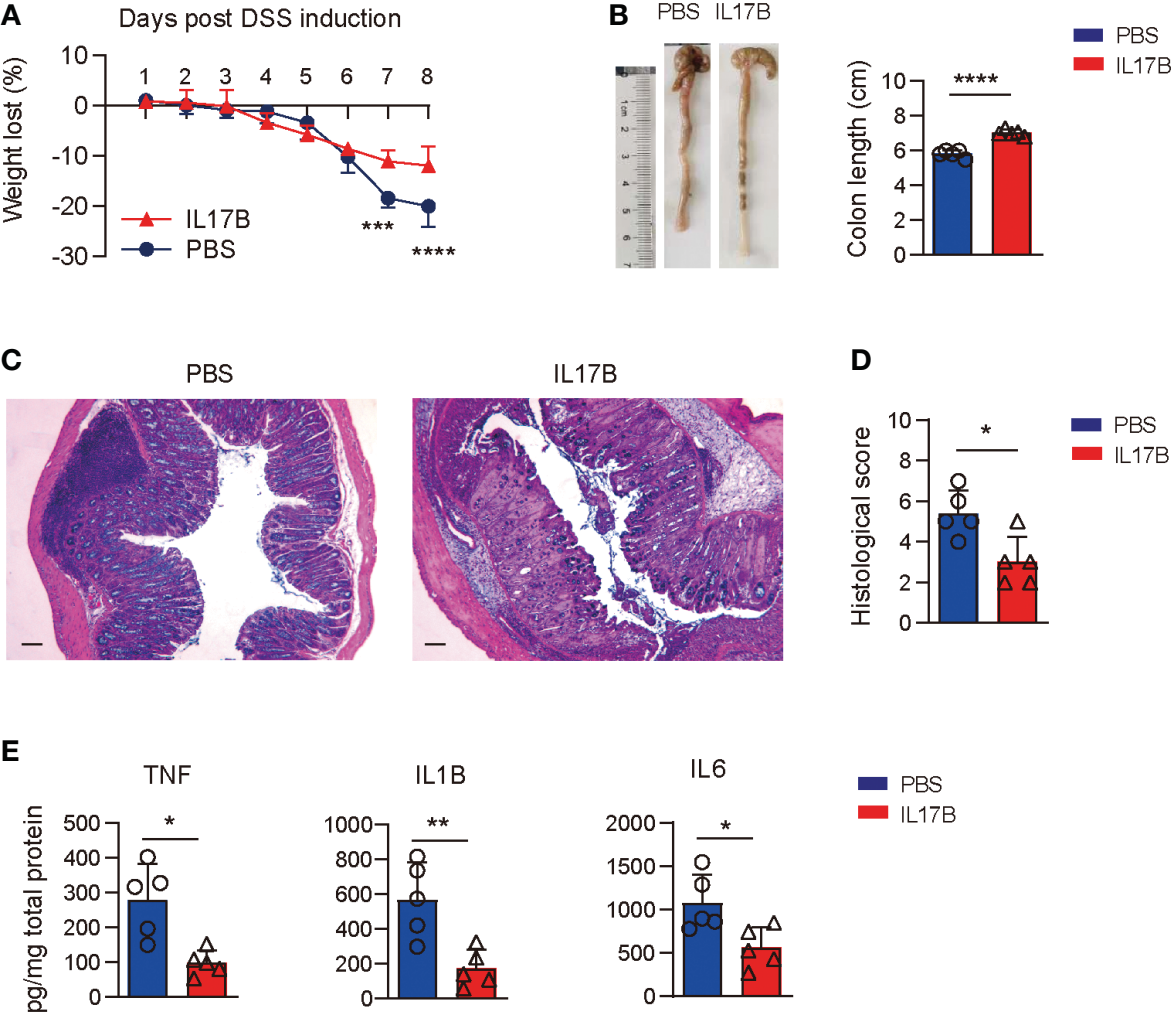
Rescue of IL17B alleviates the severity of colitis. *Il17b* ^-/-^ mice were induced colitis by feeding 2.5% DSS water and intraperitoneally (I.P.) injected with 0.5 μg of mouse IL17B (n = 4) or PBS (n=3). The treatment was performed 1 hour before the initial DSS administration and repeated every 48 hours for 4 times. **(A)** Body weight loss was measured daily. ***P < 0.001, ****P < 0.0001, evaluated by 2 way ANOVA analysis with Sidak`s multiple comparisons test. **(B)** The colon lengths were measured on day 8. **(C)** Representative H&E staining of colon tissues. Scale bar: 200 μm. **(D)** Quantification of histological score from colonic sections in **(C, E)** The supernatants of colon tissue homogenates were assayed for cytokine by ELISA. Data are mean ± SD. *P < 0.05, **P < 0.01, ****P < 0.0001, evaluated by unpaired *t* test.

### IL17B deficiency leads to an altered colonic immune cells composition in colitis

Intestinal immune cells including T cells, B cells, and myeloid cells are all reported to be important in colitis development. Further we sorted CD45^+^ immune cells from mouse colonic lamina propria on day 8 after colitis induction and performed single cell RNA sequencing (scRNAseq) to find out the effect of IL17B on colonic immune response in colitis. To avoid bath effects, we stained cells from each mouse of 2 WT and 2 *Il17b* ^-/-^ colitis mice with sample tags and pooled them together for downstream process using BD Rhapsody system. After quality control, we obtained 15584 cells with an average of 354.22 genes per cells profiled, resulting in a total of 21702 mouse genes detected in all cells (**Supplementary Table 3**). Unbiased uniform manifold approximation and projection (UMAP) clustering identified 14 cell population, including CD45^+^ immune cells expressing Ptprc (encoding CD45) and stromal cells with no express of Ptprc (**Supplementary Figure 3**), which were considered as contaminating non-immune cells and excluded from downstream analyses. Further, we focused on CD45^+^ immune cells (12725 cells) and did a UMAP clustering resulting in 13 cell clusters (**Figure 4A** and **Supplementary Table 4**). These clusters were characterized by identifying signature genes for each cluster and were identified to belong to 4 cell types (**Figures 4A–C**). A total of 4 B cell clusters (C1, C6, C8, and C13) were characterized by expression of Ms4a1 (encoding CD20), Cd19, and Cd79b; 3 clusters of plasma cells (C5, C10, and C11) were characterized by expression of Jchain and Mzb1; 2 T cell cluster (C2 and C9) expressed Trac and Tbrc2; 4 myeloid cells clusters (C3, C4, C7, and C12) expressed Itgam (encoding CD11B), Cd14, Ccl7, and Cxcl2. We next analyzed the difference of cell component between WT and *Il17b* ^-/-^ colitic mice. The results showed an obvious increase of cell percentage of cluster 4 (myeloid cells) and a decrease of cluster 7 of myeloid cells in *Il17b* ^-/-^ colitis mice compared to WT colitis mice (**Figures 4D, E**) and the trend was similar in two separate samples in each group (**Figure 4D**).

**Figure 4:**
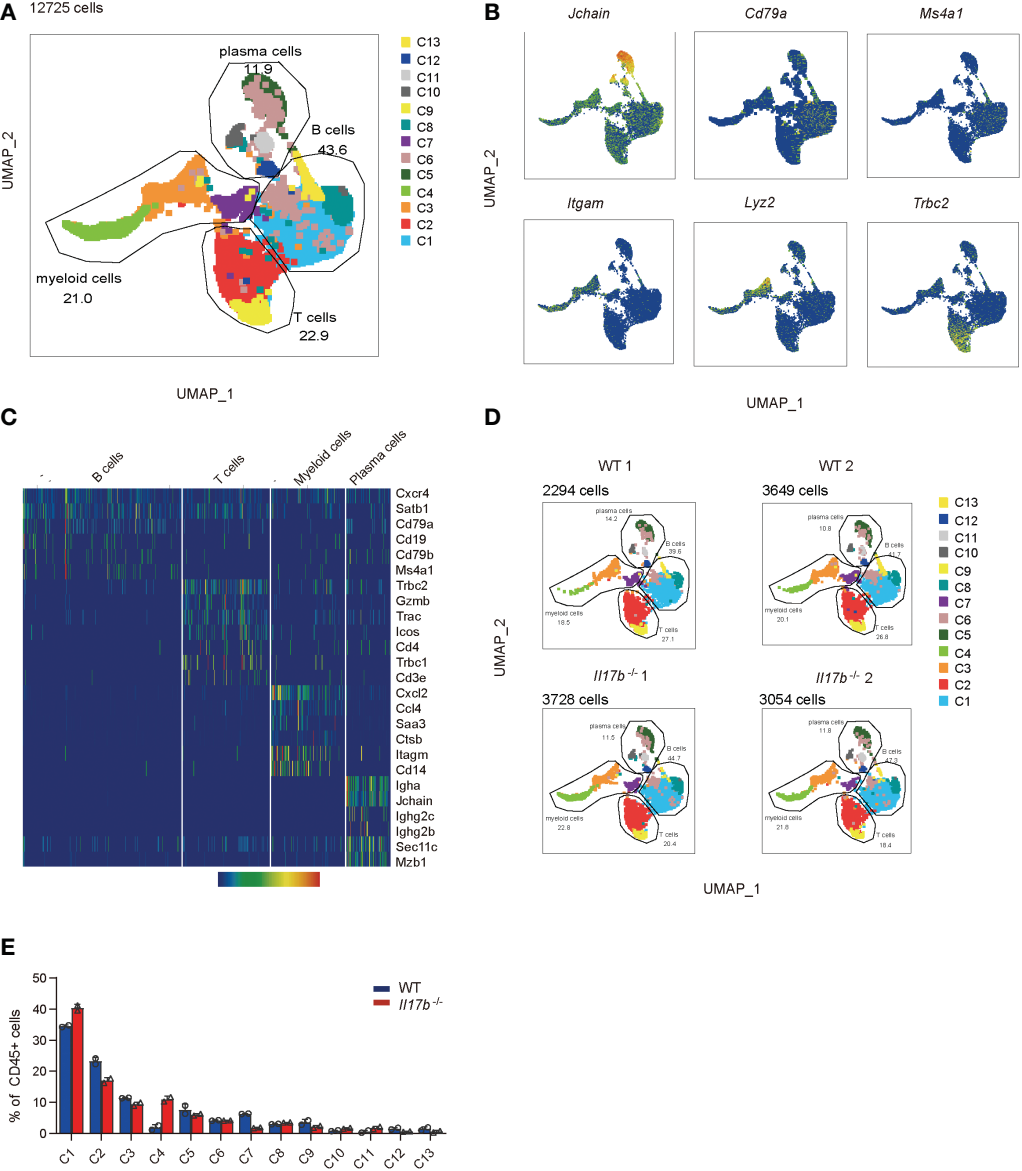
Single cell transcriptome analysis of colon lamina propria immune cells in colitis in WT and *Il17b* ^-/-^ mice. Two WT and two *Il17b* ^-/-^ mice were fed with 2.5% DSS water to induce colitis. Lamina propria CD45^+^ immune cells were sorted by magnetic activated cell sorting and processed for scRNAseq. **(A)** UMAP plot shows the clustering of 12725 immune cells, colored by cell subset and cell types. **(B)** UMAP plots displaying marker genes expression for cell cluster. **(C)** Heatmap showing specific marker genes for major cell types. **(D)** UMAPs plots showing a comparison of the CD45^+^ cell clusters distribution in WT and *Il17b* ^-/-^ colitic mice. **(E)** Percentage of each cell cluster in CD45^+^ cells in WT and *Il17b* ^-/-^ colitic mice.

### IL17B deficiency increases neutrophils infiltration in colon lamina propria in colitis

We next focused on myeloid cell responses and reclustered them to 7 clusters (**Figure 5A**). Cluster 1 and cluster 6 were identified as neutrophils by exclusively expressing neutrophil markers Cxcr2, calprotectin (S100a9 and S100a8), inflammatory genes (Il1f9, Lcn2, Mmp8, and Retnlg), and neutrophilic granule protein (ngp) (**Figure 5B** and **Supplementary Table 5**). Gene enrichment further showed that signature genes in cluster 1 and cluster 6 were enriched into neutrophil activity and “inflammatory response’’, supporting their neutrophil feature and inflammatory characteristics (**Figure 5C**). Comparing cell component indicated neutrophils (C1 and C6) were significantly increased in *Il17b* ^-/-^ colitic mice (**Figures 5D, E**). Next we validated the scRNAseq results by detecting the signature marker of S100A9 and neutrophil markers Ly6G using flow cytometry. We identified CD11B^+^S100A9^+^ cells in colon tissue of DSS-induced colitis mice and they exclusively expressed in neutrophils (CD11B^+^Ly6G^high^ cells) (**Figure 5F**). Under steady state, there were few CD11B^+^S100A9^+^ neutrophils in colonic lamina propria in both WT and *Il17b* ^-/-^ mice (**Figure 5G**). In colitis, CD11B^+^S100A9^+^ neutrophils were significantly increased in WT mice compared to mice without DSS treatment, and this population was 2-fold increase in *Il17b* ^-/-^ colitic mice (**Figure 5G**). Further, we validated DEGs from scRNAseq in colon lamina propria CD45^+^ cells by real-time PCR. The expression of S100a9, S100a8, Lcn2, Il1f9, Mmp8, and Mmp9 were significantly increased in CD45^+^ cells from *Il17b* ^-/-^ colitis mice (*P* < 0.05, **Figure 5H**). Since scRNAseq discovered that these genes were exclusive expressed in neutrophils, the increased expression of these gens also verified the increased infiltration of neutrophils. Thus, these results indicate that CD11B^+^S100A9^+^neutrophils play important role in colitis and IL17B might negatively regulate these cells infiltration.

**Figure 5:**
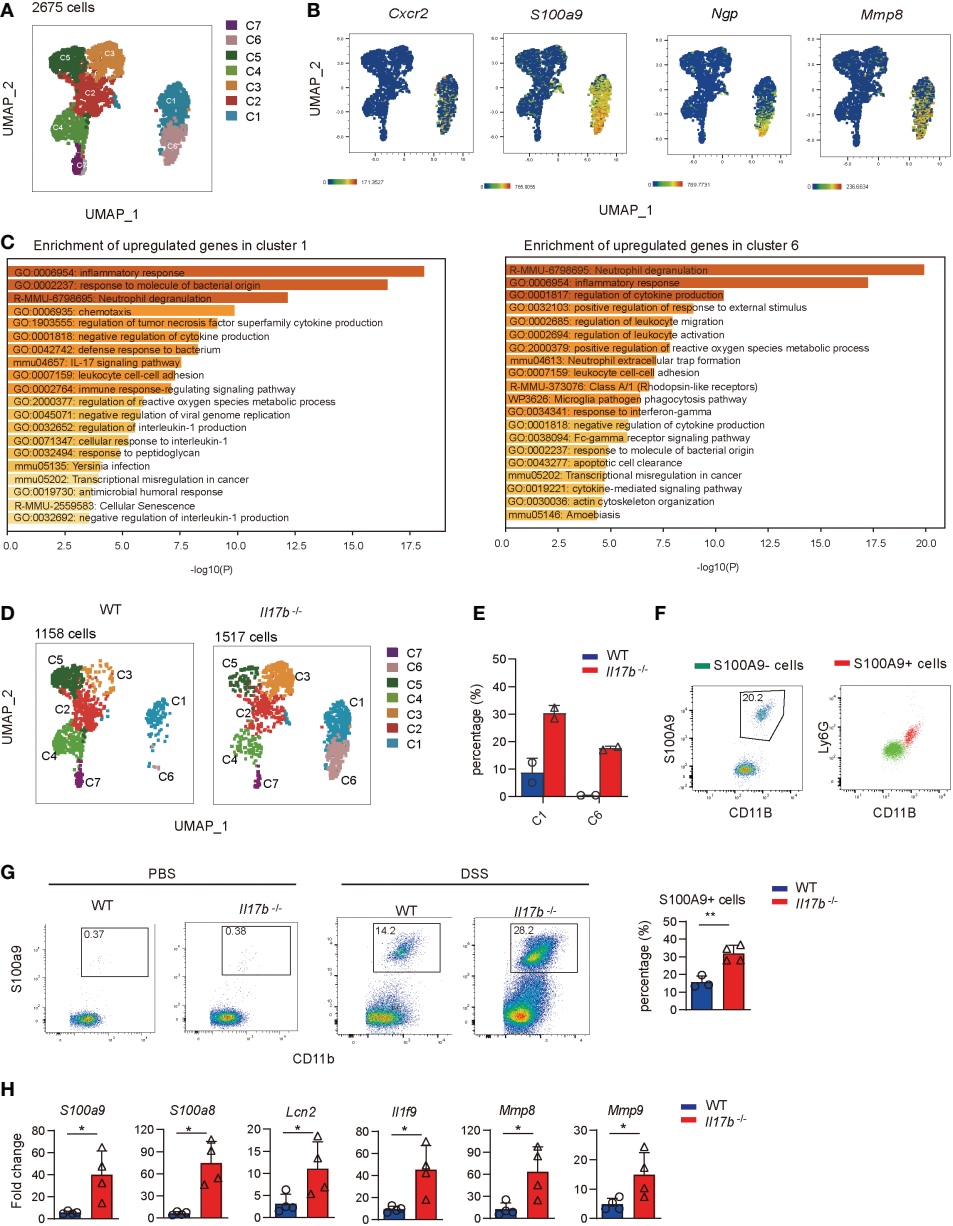
ScRNAseq analysis of myeloid cell response. **(A)** UMAP plot shows myeloid cell clusters. **(B)** The specific cell markers of neutrophils were projected on UMAP. **(C)** Gene enrichments of upregulated DEGs in cluster 1 and cluster 6. Top 20 of terms were shown. **(D)** UMAPs plots showing the difference of cell clusters distribution in WT and *Il17b* ^-/-^ colitic mice. **(E)** Percentage of cell cluster 1 and 6 in WT and *Il17b* ^-/-^ colitic mice. **(F–H)** WT and *Il17b* ^-/-^ mice (n = 4/group) were fed with 2.5% DSS water for 6 days. **(F)** The infiltration of CD11B^+^ S100A9^+^ in colon lamina propria was detected by flow cytometry on day 8 (right panel). The CD11B^+^ S100A9^+^ cells express Ly6G, confirming neutrophils phenotype (left panel). **(G)** The percentages of CD11B^+^ S100A9^+^ neutrophils in CD11B^+^ cells were compared between WT and *Il17b* ^-/-^ colitis mice. Bar graph showing the statistic of the CD11B^+^ S100A9^+^ cells in colitis mice. **(H)** The inflammatory genes expression in colonic lamina propria CD45^+^ cells was detected by real-time PCR. For bar graphs, data are expressed as mean ± SD. *P < 0.05; **P < 0.01, determined by unpaired *t* test. The experiment was performed 3 times.

### Lack of IL17B causes increased inflammatory response in colonic macrophages

Cluster 2, 3, 4, 5, and 7 were recognized as colonic macrophages. Cluster 3 was more like inflammatory macrophages expressing inflammatory cytokines Il1a, Ccl5, Saa3, Tnf, and Cxcl1 (**Figures 6A, B**, and **Supplementary Table 5**). Cluster 5 was colon resident macrophages with a distinct noninflammatory gene profile by expressing the classic complement genes (C1qb and C1qc), Cx3cr1, macrophage mannose receptor *Mrc1* (encoding CD206), *Adgre1* (F4/80), and lacking of pro-inflammatory genes (**Figures 6A, B**). Cluster 4 highly expressed Cst3 and Rgs2 (**Figures 6A, B**). Comparing cell component indicated the cluster 3 defined as inflammatory macrophages were significantly increased in *Il17b* ^-/-^ colitic mice (**Figure 6C**). Gene enrichment of the upregulated genes in cluster 3 also verified the inflammatory feature (**Figure 6D**). Further, we detected some cluster 3 specific genes in colon lamina propria CD45^+^ cells by real-time PCR. The expression of Il1a, Ccl5, Il1b, Ccl3, and Cxcl1 were significantly elevated in CD45^+^ cells from *Il17b* ^-/-^ colitis mice (P < 0.05, **Figure 6E**). Whereas resident macrophage marker C1qb and C1qc were reduced in CD45^+^ cells from *Il17b* ^-/-^ colitis mice (P < 0.05, **Figure 6E**). Collectively, these data suggest that deficiency of IL17B reshaped the population of colonic macrophages to a proinflammatory status.

**Figure 6:**
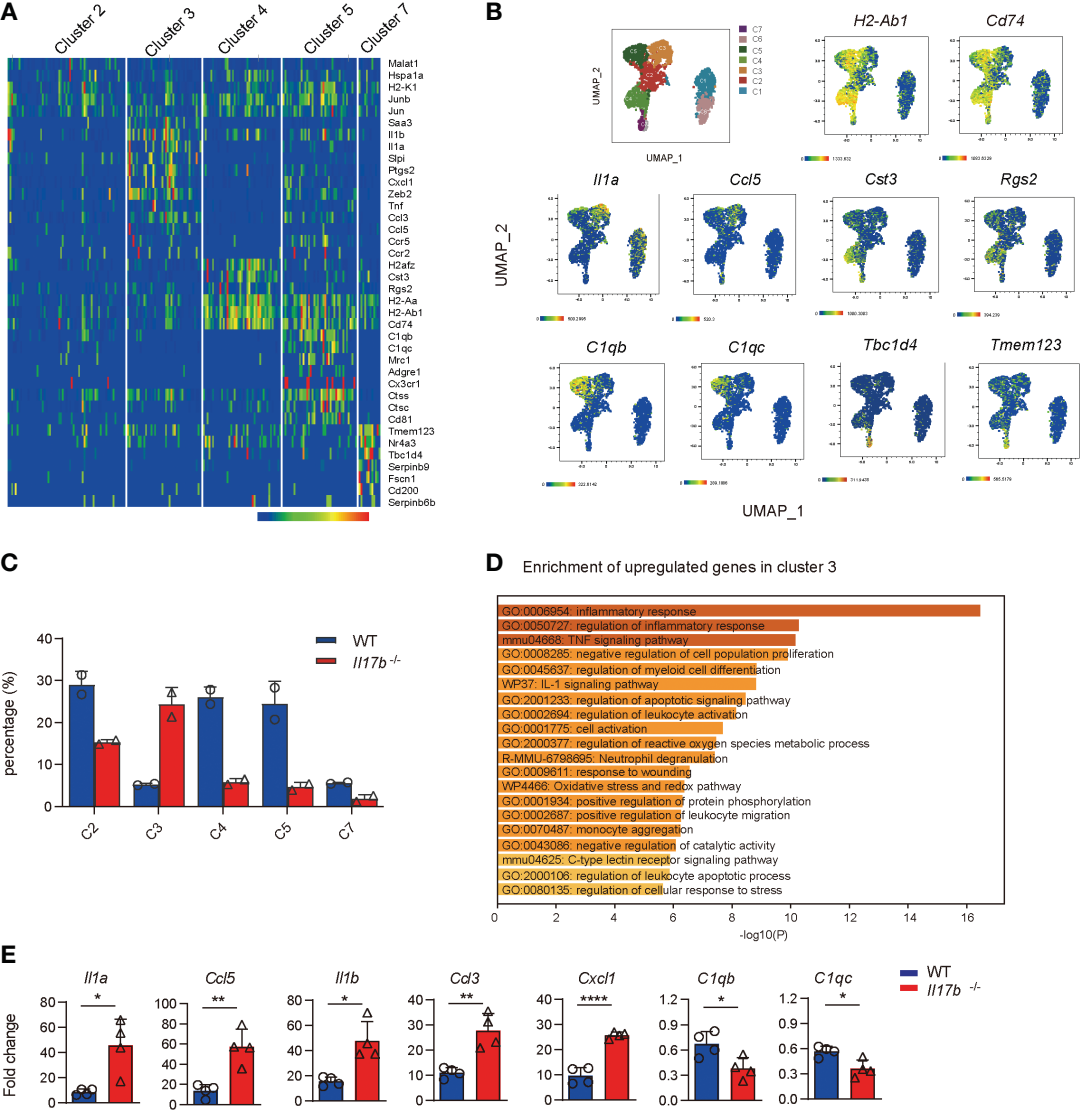
Increased inflammatory response in colonic macrophages in *Il17b* ^-/-^ colitic mice. **(A)** The heatmap shows the upregulated signature genes in colonic macrophages. **(B)** UMAP plots displaying marker genes expression for cell clusters. **(C)** Percentage of cell clusters of colonic macrophagse in WT and *Il17b* ^-/-^ colitic mice. **(D)** Gene enrichment of upregulated DEGs in cluster 3 of colonic macrophages. **(E)** The mRNA expression of some DEGs in colon lamina propria CD45^+^ cells of *Il17b* ^-/-^ and WT colitis mice were detected by real-time PCR. n = 7 for WT group and 6 for *Il17b* ^-/-^ mice. Data are expressed as mean ± SD. *P < 0.05, **P < 0.01, ****P < 0.0001, determined by unpaired *t* test.

### IL17B reduces LPS-stimulated inflammatory response

Since colonic resident macrophages are important for gut homeostatis, we hypothesize that IL17B can act on macrophages to regulate inflammatory response, then recruiting neutrophils. First, we treated *Il17b* ^-/-^ colitis mice with recombinant mouse IL17B and detected cell response in colon with flow cytometry and found that IL17B treatment can inhibit S100a9^+^ neutrophils infiltration in colon tissue (**Figure 7A**). Next, we tested whether IL17B could directly inhibit inflammatory response of macrophages. We stimulated bone marrow derived macrophages (BMDM) with LPS plus IL17B. The results showed that IL17B significantly inhibited the production of LPS-induced Tnf, Il1b, Ccl2, and Ccl7 in BMDM (**Figure 7B**). Further we detected the inhibitory role of IL17B on LPS-induced inflammation in vivo. Also IL17B significantly reduced LPS-induced TNF, IL1B, and CXCL1 production in serum (**Figure 7C**) and colon (**Figure 7D**), suggesting that IL17B could also inhibit inflammatory response in LPS-induced inflammation.

**Figure 7:**
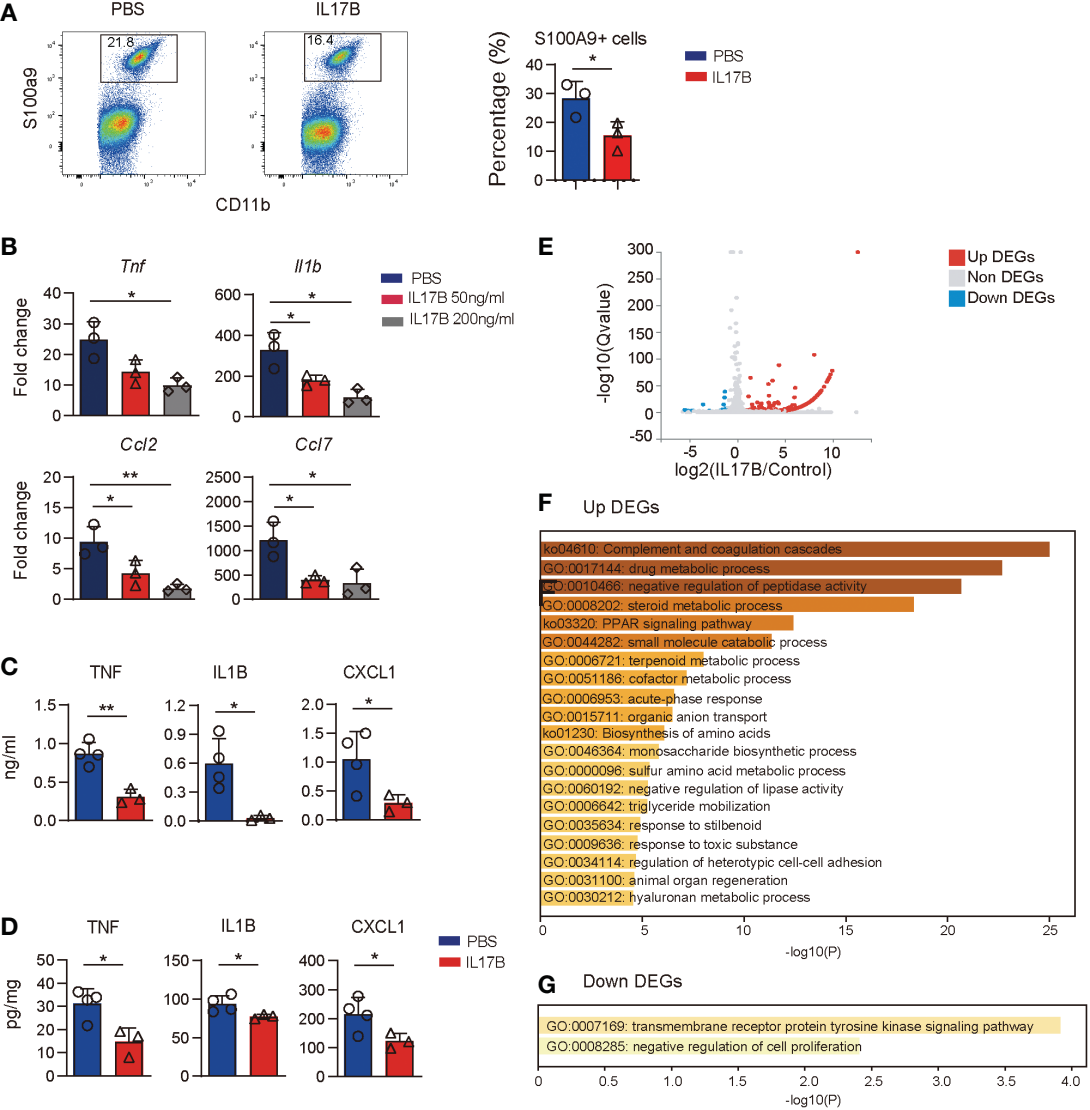
Treatment of IL17B reduces LPS-induced inflammation. **(A)** *Il17b* ^-/-^ mice were induced colitis and treated with IL17B as shown in figure 3. The infiltration of CD11B^+^ S100A9^+^ neutrophils in colon lamina propria was detected by flow cytometry. Bar graph showing the statistic of the CD11B^+^ S100A9^+^ cells in colitis mice. **(B)** BMDM was treated with LPS and IL17B for 2 hours (n = 3). The cytokines and chemokines expression of cells were detected by real-time PCR. **(C, D)** Mice were I.P. treated with LPS (n = 4) and IL17B (n = 3) for 2 hours and the inflammatory responses in serum **(C)** and colon tissue **(D)** were analyzed by ELISA. Data are mean ± SD. Statistics in **(B)** was done by ordinary one-way ANOVA with Turkey`s multiple comparisons test. Statistics in **(C)** and **(D)** was done with unpaired t test. *P < 0.05; **P < 0.01. **(E)** Volcano plot showing the DEGs of BMDM treated with IL17B detected by bulk RNAseq (triplicate samples for each treatment). **(F)** Gene enrichment of upregulated DEGs of IL17B-treated BMDM. **(G)** Gene enrichment of downregulated DEGs of IL17B-treated BMDM.

To explore the effect of IL17B on macrophages, we did bulk RNAseq of BMDM stimulated with IL17B. 

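BMDM are macrophages grown from mouse bone marrow in M-CSF. The cells were collected on day 7 of culture with 25 ng/ml M-CSF and treated with 200 ng/ml IL17B or with PBS for 6 hours, with 3 samples for each treatment. The macrophage character of the cultures was plain in each library. All 25 macrophage identity genes of a list fixed beforehand were detected, and together they made up 81294 ± 1265 CPM (counts scaled to the normalized library size) in PBS-treated cells and 81627 ± 2866 CPM in IL17B-treated cells (SD, n = 3 each). Csf1r, the M-CSF receptor, was at 4392 ± 157 CPM with PBS and 4620 ± 112 CPM with IL17B. Of the receptor subunits of the IL17 family, Il17ra was at 71.7 ± 1.36 CPM with PBS and 69.5 ± 1.62 CPM with IL17B (log2 fold change -0.04, SE 0.04, adjusted p = 0.988 by edgeR). Il17rb, for whose binding IL17B and IL25 compete according to the paper, had 1, 2 and 0 counts in the PBS libraries and 2, 2 and 3 counts in the IL17B libraries, too few for a test.

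The libraries were made from poly(A)-selected RNA with random priming and read as short single-end reads, and no source used here says that strand was kept. The authors filtered the reads, aligned them to the coding gene set of GRCm38 with Bowtie2 2.2.5 and estimated the counts per gene with RSEM 1.2.12. Each deposited value is therefore an estimated count, and reads that match several genes are divided between them. The totals were 20653322, 20589565 and 20411273 counts for PBS replicates 1, 2 and 3, and 20271411, 20593584 and 20493552 counts for IL17B replicates 1, 2 and 3. The estimated counts were rounded to whole numbers, and the 13866 genes with at least 15 counts over the 6 libraries were compared by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. Gene lists were compared by camera. Neither the paper nor the sample labels say whether the 3 samples of a treatment came from separate cultures or mice. The p-values then measure only the spread between these samples, which may be technical. Every pair of libraries differed by more than the sampling noise, over genes with at least 40 counts in the pair. The variance was on average 4.16 to 10.1 times that expected from counting alone, and by the scaled median 2.12 to 3.53 times. This does not show whether the libraries came from separate cultures. Each library was counted as 1 sample.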

The results showed that there were 163 DEGs between IL17B vs. PBS-treated cells, with 146 upregulated DEGs and 17 downregulated DEGs (**Figure 7E** and **Supplementary Table 6**). 

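The 2 genes with the smallest p were Hmga1b and Npcd, and both were higher in each IL17B library than in each PBS library. Hmga1b (gene ID 111241, chromosome 11 of GRCm38 from 120762794 to 120764392) had no count in the PBS libraries and 48, 45 and 113 counts in IL17B replicates 1, 2 and 3. Against a floor of 3 counts over the 3 PBS libraries this is at least 48.7-fold, 44.9-fold and 113-fold higher (adjusted p = 0.12 by edgeR). Npcd (gene ID 504193, chromosome 15 from 79786351 to 79834333) was at 0.682 ± 0.216 CPM with PBS and 2.88 ± 0.416 CPM with IL17B (SD, n = 3 each), a log2 fold change of 2.07 (SE 0.27, adjusted p = 0.12 by edgeR). Cd163, the haptoglobin-haemoglobin scavenger receptor of macrophages, was at 7.03 ± 1.16 CPM with PBS and 9.96 ± 0.852 CPM with IL17B (log2 fold change 0.50, SE 0.13, adjusted p = 0.862 by edgeR). Among the lower genes, Nptxr on chromosome 15 was at 4.45 ± 0.717 CPM with PBS and 2.38 ± 0.518 CPM with IL17B (log2 fold change -0.90, SE 0.19, adjusted p = 0.862 by edgeR). The transcription factor gene Bhlhe41, the lysyl oxidase gene Lox and Irf2bpl were also lower in each IL17B library than in each PBS library, with log2 fold changes of -0.23, -0.27 and -0.22.

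None of the 13866 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, in either direction, and 726 had an unadjusted p under 0.05. DESeq2 with default settings called 6 genes higher (Clec2d, Gm10651, Hmga1b, Igfbp2, Npcd and Sec14l2) and 0 lower, and limma-voom with quality weights called 0. Of the 146 upregulated and 17 downregulated DEGs of Supplementary Table 6, edgeR called 0. Complete separation of the treatments, with each IL17B library on one side of each PBS library, held for 18 of the 146 and for 8 of the 17, against 10% of genes expected by chance for 3 against 3 samples. These 163 DEGs were chosen by the study on the same libraries and are no independent evidence of a direction. Without IL17B replicate 1, edgeR called 77 genes higher, Hmga1b and Npcd among them, and 9 lower, and 82 of these are among the 163 DEGs. Hmga1b is a near copy of Hmga1, which had 7418 to 8579 counts per library, and Npcd overlaps Nptxr and Cbx6, so reads may have been divided between these genes.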

The upregulated DEGs were enriched to “complement and coagulation cascades”, “negative regulation of peptidase activity”, “negative regulation of lipase activity”, and multiple metabolic process (**Figure 7F**). 

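The upregulated DEGs with the largest fold change in Supplementary Table 6 are mostly genes of plasma proteins that the liver secretes, and their counts were high in IL17B replicates 2 and 3. Alb (serum albumin, gene ID 11657, chromosome 5 from 90460870 to 90476602) had 0 counts in each PBS library and in IL17B replicate 1, and 2334 and 691 counts in IL17B replicates 2 and 3. Against a floor of 3 counts over the 3 PBS libraries these counts are at least 2329-fold and 693-fold higher. Fga (fibrinogen alpha chain) had 308 and 172 counts in IL17B replicates 2 and 3 and Ahsg (fetuin-A) had 315 and 113, and both had 0 counts in the other libraries. Apoa1, the main apolipoprotein of HDL, had 0, 0 and 2 counts with PBS and 0, 386 and 139 with IL17B, and Cyp2e1, a cytochrome P450 of the liver, had 3, 9 and 8 counts with PBS and 7, 284 and 119 with IL17B. The adjusted p of each of these 5 genes was 0.862 by edgeR, and all 5 were called higher without IL17B replicate 1 and with the replicate block. The first of these fits leaves out the IL17B library without a rise. For the block, Alb, Fga, Ahsg and Apoa1 had 0 counts in both samples numbered 1, so that pair added no spread. These calls therefore do not speak for a response shared by the IL17B libraries.

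Summed over the 20 DEGs of "complement and coagulation cascades", the level was 1.31, 1.31 and 1.42 CPM in the PBS libraries and 1.13, 103 and 43.4 CPM in IL17B replicates 1, 2 and 3. The 24 DEGs of "negative regulation of peptidase activity", among them Serpina1b, Serpina1c and Serpina3k, summed to 0.778, 0.485 and 1.08 CPM with PBS and to 0.588, 131 and 48.5 CPM with IL17B. The 4 DEGs of "negative regulation of lipase activity", with Apoc1, Apoc3 and Apoa2 among them, summed to 0.583, 0.728 and 0.881 CPM with PBS and to 0.539, 34.2 and 13.3 CPM with IL17B. The 38 DEGs of drug metabolism summed to 1.99, 3.40 and 3.57 CPM with PBS and to 3.48, 110.4 and 45.3 CPM with IL17B, and the 24 DEGs of steroid metabolism to 1.65, 2.14 and 1.86 CPM and to 2.55, 95.5 and 35.0 CPM. These members were chosen by the study on the same libraries. Together the 146 upregulated DEGs made up 0.00549%, 0.0590% and 0.0261% of the counts of IL17B replicates 1, 2 and 3. In a list of complement and coagulation genes written with Supplementary Table 6 in view, 64 were tested, and 21 of these are among the 146 DEGs and are no independent evidence. By edgeR 0 of the 64 were called over all genes, and 12 were higher when adjusted over the list alone. The list as a whole was higher by camera (adjusted p = 3.37e-12), but not with an estimated correlation (adjusted p = 0.15). The 32 complement and coagulation genes that macrophages express had 0 called members (camera adjusted p = 0.174). C1qb of these was at 1396 ± 85.8 CPM with PBS and 1442 ± 147 CPM with IL17B (SD, n = 3 each), and C1qc at 1145 ± 75.8 CPM and 1182 ± 124 CPM.

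Markers of hepatocytes that are not among the 163 DEGs were also detected more often in IL17B replicates 2 and 3. Their summed levels followed that profile only in part. Genes of secreted proteins summed to 420, 425 and 491 CPM with PBS and to 497, 560 and 481 CPM with IL17B. Enzyme and transporter genes summed to 134, 134 and 124 CPM with PBS and to 128, 161 and 136 CPM with IL17B. Of 56 hepatocyte enzyme and transporter genes, 23, 27 and 30 had a count in PBS replicates 1, 2 and 3, and 25, 55 and 49 had one in IL17B replicates 1, 2 and 3. The 25 of them that were tested were higher by camera (adjusted p = 1.32e-06), but not with an estimated correlation (adjusted p = 0.336), and edgeR called 0 of them, over all genes or adjusted over the list alone. This list was not called with filterByExpr (camera adjusted p = 0.191) or without IL17B replicate 2 (0.105). Both outcomes were likely in advance. The filter drops genes with more than a few counts in only 2 libraries, and IL17B replicate 2 is the library where most of these genes were detected. The complement list of macrophages was called higher without PBS replicate 1 (camera adjusted p = 0.0489).

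**Figure D1:**
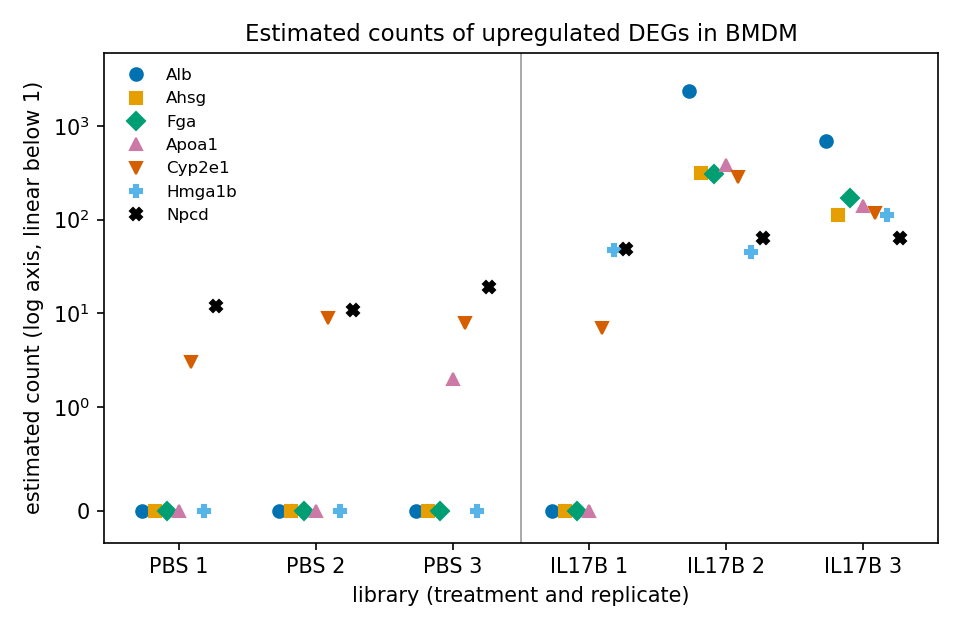
Estimated counts (vertical axis, logarithmic above 1 and linear below) of 7 upregulated DEGs in each of the 6 BMDM libraries (horizontal axis), 1 symbol per gene. Alb, Ahsg and Fga lie at 0 in the PBS libraries and IL17B replicate 1 and between 113 and 2334 in IL17B replicates 2 and 3, whereas Hmga1b and Npcd lie at 45 or more in each IL17B library.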

The downregulated DEGs were enriched to “transmembrane receptor protein tyrosine kinase signaling pathway” and “negative regulation of cell proliferaton” (**Figure 7G**). These results suggest that the inhibitory role of IL17B might go through negative regulating tyrosine kinase pathway and metabolic process.

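The 5 DEGs behind the downregulated terms had 2 kinds of count profile. Apod (apolipoprotein D, chromosome 16 from 31296192 to 31314808) had 103, 60 and 76 counts in PBS replicates 1, 2 and 3 and 81, 2 and 5 in IL17B replicates 1, 2 and 3. Igfbp5, which binds insulin-like growth factors, had 187, 133 and 178 counts with PBS and 160, 16 and 21 with IL17B. Sox10, a transcription factor of the neural crest and of Schwann cells, had 46, 22 and 29 counts with PBS and 34, 2 and 0 with IL17B. In contrast, Dcn (decorin, a matrix proteoglycan, chromosome 10 from 97479500 to 97518163) was lower in each IL17B library than in each PBS library, at 2.92 ± 0.633 CPM with PBS and 1.30 ± 0.390 CPM with IL17B (SD, n = 3 each; log2 fold change -1.16, SE 0.26, adjusted p = 0.862 by edgeR). Sh2d6, an SH2 domain adaptor gene, was at 1.46 ± 0.381 CPM and 0.700 ± 0.122 CPM (log2 fold change -1.05, SE 0.30, adjusted p = 0.862 by edgeR). The adjusted p was 0.96 for Apod, 0.941 for Igfbp5 and 0.973 for Sox10 by the same test. Without IL17B replicate 1, Apod, Igfbp5 and Sox10 were called lower and Dcn and Sh2d6 were not, whereas with the replicate block Dcn was called lower and the other 4 were not.

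Apod, Dcn, Igfbp5 and Sh2d6 are the members of the tyrosine kinase term, and Apod, Igfbp5 and Sox10 those of the term on proliferation. Of 31 receptor tyrosine kinase genes in a list fixed beforehand, edgeR called 0, over all genes or adjusted over the list alone (camera adjusted p = 0.0538, lower). Axl, the next most abundant after Csf1r with PBS, had a log2 fold change of -0.14 (SE 0.09, adjusted p = 0.976 by edgeR). Insr, the insulin receptor, had a log2 fold change of 0.09 (SE 0.06). None of the 44 adaptors, feedback regulators and early targets of these receptors was called (camera adjusted p = 0.972). Grb2, the adaptor that links receptors to Ras, had a log2 fold change of -0.02 (SE 0.04). Of 31 cell cycle genes 0 were called (camera adjusted p = 0.72, lower), and the proliferation marker Mki67 was at 264 ± 48.4 CPM with PBS and 268 ± 49.0 CPM with IL17B. The tyrosine kinase list was called lower with DESeq2 size factors, library totals, no filter, the replicate block or DESeq2 (camera adjusted p from 0.042 to 0.0482). It was also called lower without PBS replicate 1 (0.0025), but not with an estimated correlation (adjusted p = 0.344). The adjustment covered 39 lists, 11 of them chosen by the study on these same libraries. Such lists lower the adjusted p of the others, so calls just under 0.05 may rest on them. Of the 41 genes of the tyrosine kinase list with a count, 7 had a mean of 10 CPM or more. Its summed level, most of it Csf1r, was 5031 ± 169 CPM with PBS and 5234 ± 120 CPM with IL17B (SD, n = 3 each). The cell cycle list was called higher without PBS replicate 1 (1.84e-08) and lower without PBS replicate 2 (7.10e-06) or IL17B replicate 3 (0.0023).

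Markers of nerve and stromal cells were lower as groups by camera. Their lists were written with Supplementary Table 6 in view. Of the 18 nerve and 23 stromal genes tested, 3 and 2 are downregulated DEGs and are no independent evidence. The 18 tested genes of Schwann cells and peripheral nerve were lower by camera (adjusted p = 1.60e-05), but not with an estimated correlation (adjusted p = 0.15), and 0 were called by edgeR. Without IL17B replicates 2 and 3 together, a setting chosen after seeing the data, the list was not called (camera adjusted p = 0.69), whereas the fibroblast and stromal list was called lower. Ngfr, a neurotrophin receptor, had 57, 30 and 37 counts with PBS and 50, 7 and 7 with IL17B. The 23 tested fibroblast and stromal genes were lower by camera (adjusted p = 4.60e-09), again not with an estimated correlation (adjusted p = 0.15). Among them 0 were called over all genes and Dcn was lower when adjusted over the list alone. Col1a1, a collagen chain, was at log2 fold change -0.35 (SE 0.11, adjusted p = 0.862 by edgeR).

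**Figure D2:**
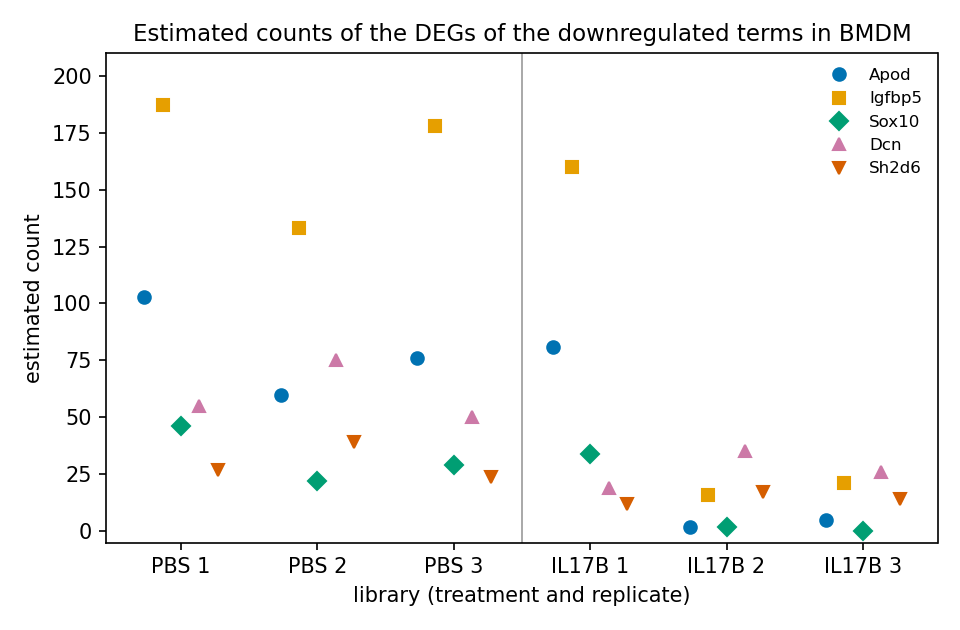
Estimated counts (vertical axis) of the 5 DEGs of the downregulated terms in each of the 6 BMDM libraries (horizontal axis), 1 symbol per gene. IL17B replicate 1 lies within or near the PBS libraries for Apod, Igfbp5 and Sox10, with 81, 160 and 34 counts, and below them for Dcn and Sh2d6, with 19 and 12 counts.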

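Metabolic genes that BMDM express at high levels had similar values under both treatments. Fabp4, the fatty acid binding protein of fat cells and macrophages, was the clearest exception, at 74.2 ± 1.76 CPM with PBS and 63.5 ± 3.21 CPM with IL17B (SD, n = 3 each; log2 fold change -0.22, SE 0.05, adjusted p = 0.862 by edgeR). It was lower in each IL17B library than in each PBS library, and it was the 1 member called lower when adjusted over the list alone among 26 genes of PPAR signalling and fatty acid oxidation (camera adjusted p = 0.21 for the list). Lpl, lipoprotein lipase, was at 1921 ± 429 CPM with PBS and 1806 ± 261 CPM with IL17B. Of 23 glycolysis and hypoxia genes 0 were called, over all genes or adjusted over the list alone (camera adjusted p = 0.507), and the pyruvate kinase gene Pkm was at 1786 ± 87.9 CPM and 1793 ± 113 CPM. Likewise 0 were called of 26 genes of sterol and fatty acid synthesis (camera adjusted p = 0.718) and 0 of 23 genes of oxidative phosphorylation (camera adjusted p = 0.135). Left out alone, 1 library brought calls of lower lists: without PBS replicate 2 glycolysis (adjusted p = 0.0279), sterol synthesis (0.00232) and oxidative phosphorylation (0.0014), without PBS replicate 3 PPAR signalling (0.0328), without IL17B replicate 2 oxidative phosphorylation (0.0472), and without IL17B replicate 3 glycolysis (0.0122). In counts simulated from these libraries over 13731 genes, edgeR recovered 55.1% of genes changed 1.5-fold and 74% of genes changed 2-fold. The simulated spread was set by expression level alone, and each change was the same in the 3 libraries of a treatment. In the real libraries Npcd, with a log2 fold change of 2.07, was not called (adjusted p = 0.12 by edgeR). The simulated shares therefore do not give the power of the real test, which may be lower. From the terms to which the up- and downregulated DEGs were enriched, the paper proposes that the inhibitory role of IL17B may go through negative regulation of the tyrosine kinase pathway and through metabolic processes.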

## Discussion

IL17B is a member of IL17 cytokine family and its function is less characterized. In this study, we use scRNAseq to reveal that IL17B can exert its inhibitory role by regulating colon myeloid cell function in colitis, which is a new mechanism of IL17B function in colitis.

Currently, the function of IL17B has been interpreted differently. Initially, IL17B was cloned and defined as proinflammtory cytokine, since it can stimulate TNF and IL1B release from the monocytic cell line THP-1, and I.P. injection of IL17B caused marked neutrophil migration in normal mice (10, 11). IL17B has been reported to have a proinflammatory activity similar to IL25 in lung fibrosis (12) and eliciting type 2 cytokine responses (13). On other hand, it has been reported that IL17B exhibits a suppressive role in colitis and *Citrobacter rodentium* infection (6). Consistent with this study, our results also confirm the protective role of IL17B in colitis model using a different deletion system. The loss of IL17B in mice caused more severe DSS-induced colitis than WT mice and reconstitution of IL17B in *Il17b* ^-/-^ mice alleviated severity of colitis. Moreover, IL17B can inhibit LPS-induced inflammation in BMDM and in vivo sepsis model. Also treatment of BMDM with IL17B did not elevate proinflammatory cytokine response and increase genes expression by negative regulating cell response. 

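In BMDM treated with IL17B for 6 hours without LPS, the main proinflammatory cytokine genes had levels close to those in PBS-treated cells. Tnf was at 32.2 ± 3.13 CPM with PBS and 29.2 ± 2.06 CPM with IL17B (SD, n = 3 each; log2 fold change -0.14, SE 0.08, adjusted p = 0.973 by edgeR). Il1b was at 9.56 ± 1.29 CPM and 11.5 ± 1.51 CPM (log2 fold change 0.27, SE 0.13, adjusted p = 0.949 by edgeR). Of the chemokine genes measured by PCR after LPS, Ccl2 was at 2.43 ± 1.43 CPM and 2.46 ± 0.566 CPM, and Ccl7 at 0.584 ± 0.211 CPM and 0.456 ± 0.102 CPM. Il6 was near the floor, with 0, 6 and 0 counts in the PBS libraries and 0 in each IL17B library.

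Of 21 tested cytokine, chemokine and mediator genes, edgeR called 0, over all genes or adjusted over the list alone (camera adjusted p = 0.195). Ccl3, Il1a and the acute-phase gene Saa3 were lower in each IL17B library than in each PBS library and Cxcl2 was higher, which is 4 of 21 where chance gives 10%. Saa3 was at 4.33 ± 0.494 CPM with PBS and 3.19 ± 0.405 CPM with IL17B (log2 fold change -0.44, SE 0.15, adjusted p = 0.909 by edgeR), and Cxcl2 at 6.10 ± 0.465 CPM and 7.64 ± 0.657 CPM (log2 fold change 0.32, SE 0.11, adjusted p = 0.909). Ccl3 overlaps Ccl4 on chromosome 11, which had a log2 fold change of -0.24 (SE 0.10, adjusted p = 0.941 by edgeR). Of 22 NF-kB and IL17 response genes 0 were called (camera adjusted p = 0.911). The 24 tested genes of resident and anti-inflammatory macrophages gave a camera adjusted p of 0.479, with 0 called over all genes and 2, Cd163 and Arg1, higher when adjusted over the list alone. Arg1, which liver cells also express strongly, had 8, 1 and 4 counts with PBS and 11, 41 and 20 with IL17B. Mrc1, the mannose receptor, was at 157.7 ± 6.87 CPM and 162.7 ± 7.32 CPM, and Cx3cr1 at 217 ± 32.6 CPM and 216 ± 16.6 CPM.

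**Figure D3:**
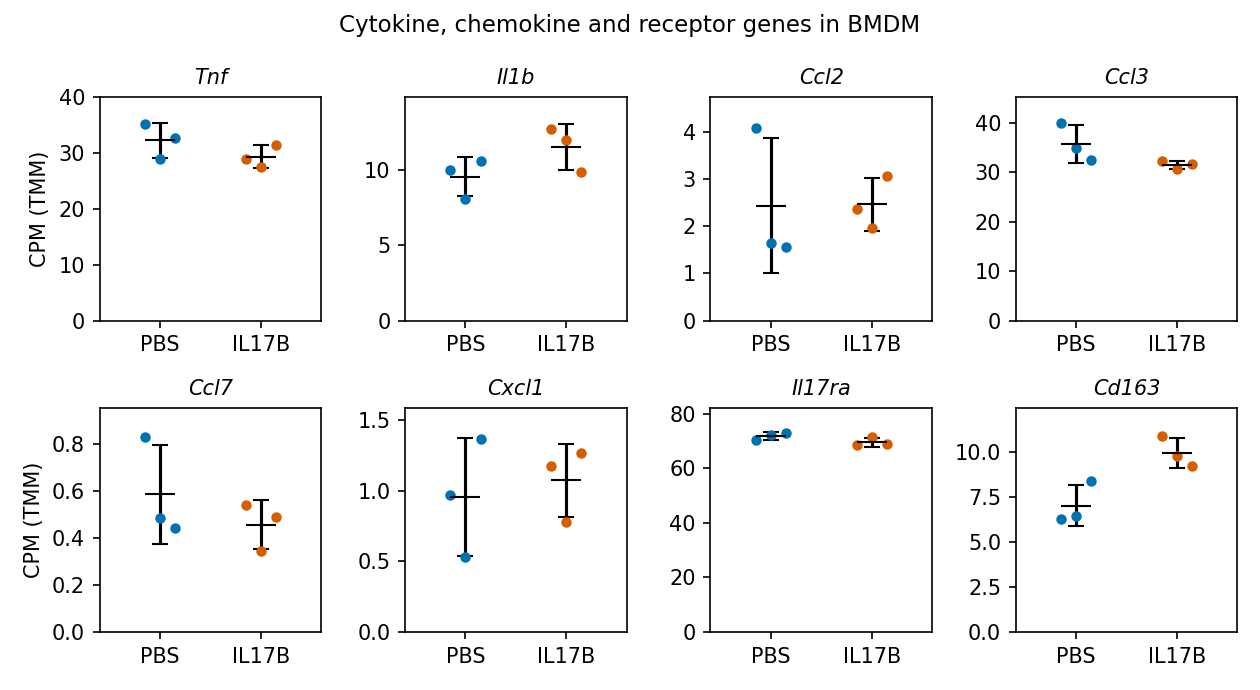
Level of 8 cytokine, chemokine and receptor genes (vertical axes, CPM normalized by TMM, from 0) in BMDM treated with PBS or IL17B (horizontal axes). Points are the 3 libraries of each treatment, and bars are the mean and SD; Tnf lies between 27.4 and 35.1 CPM over all 6 libraries.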

All these results indicate that IL17B has an inhibitory effect in inflammation. The different reported function of IL17B might due to the different local environment and disease models used, suggesting that IL17B is a multifaceted cytokine.

Previous study shows that IL17B can compete with IL25 for binding IL17RB to inhibit the pathologic role of IL25 in colitis (6). However, whether there are other mechanisms of IL17B function in colitis is still unknown. Dysregulation of immune cell including the neutrophils, macrophages, dendritic cells, plasma cells, and T cells is important for IBD pathogenesis (3, 14), so we tried to explore the effect of IL17B on colon immune responses. We used scRNAseq to analyze colonic lamina propria immune response in colitis with an unbiased pattern, which provides a comprehensive view of immune response regulated by IL17B and avoids the limitation of studying a specific cell population. ScRNAseq analysis of CD45^+^ immune cells from colonic lamina propria of 2 WT and 2 *Il17b* ^-/-^ mice with colitis revealed the infiltration of myeloid cell, T cells, B cells, and plasma cells. The immune cell composition in colitis mice model is consistent with the recent reports of cell atlas of human IBD detected with scRNseq or CyTOF (15–17). Comparing the cell composition of colitis in *Il17b* ^-/-^ and WT mice revealed neutrophils were significantly increased and macrophages presented a proinflammatory status in colon tissue. Under normal conditions, there are few neutrophils in colon mucosa. In UC patients, unrestricted neutrophil infiltration and activation is associated with pathological changes in the gut and worse clinical outcomes (18). Neutrophils can potently affect inflammatory conditions by secreting or modifying pro-inflammatory cytokines, chemokines. In this study, neutrophils were characterized by expression of a series of inflammatory markers, such as *S100a9, S100a8, Il1f9, Mmp8, Mmp9, Tnf, Il1b*, and *Il1a*, which were verified by real-time PCR. Increased accumulation of CD11B^+^Ly6G^+^S100A9^+^ neutrophils in colon lamina propria in *Il17b* ^-/-^ colitis mice were validated by flow cytometry. S100A9 is Ca^2+^ binding protein belonging to the S100 family and an important pro-inflammatory mediator in acute and chronic inflammation. The S100A8 and S100A9 mRNA are differentially expressed in blood leucocytes of IBD patients compared to healthy control (19). Inhibition of S100A9 by a neutralizing anti-S100A9 antibody can reduce the colitis severity (20). Thus, S100A9 is a good biomarker and therapeutic target for colitis (19, 21). In this study, S100A9 is exclusive expressed in neutrophils, suggesting it is also a good biomarker of neutrophils (19, 21). Thus, IL17B deficiency results in increased neutrophils infiltration in response to colitis, which is a new function of IL17B.

However, how IL17B exerts its inhibitory role on myeloid cell is still unknown. It has been known that intestinal macrophages are important for maintaining gut homeostasis (22). Normally, intestinal macrophages express inhibitory genes and exhibit non-inflammatory genes profile, which play a role in polarization of myeloid cell. Intestinal macrophages can negatively regulate neutrophil infiltration during colitis (23, 24). The depletion of intestinal mononuclear phagocytes (macrophages and dendritic cells) has been reported to increase neutrophil infiltration and increase the severity of injury in the DSS-induced colitis model (24). We propose that IL17B might act on intestinal macrophages to inhibit chemokine production, thereby inhibiting neutrophil infiltration. ScRNAseq reveals that intestinal macrophages in *Il17b* ^-/-^ mice shifted from non-inflammatory population into proinflammatory population (**Figure 6**), which supports our hypothesis. We also test effect of IL17B on BMDM showing that IL17B can inhibit LPS-induced inflammatory cytokine and chemokine release in both BMDM and *in vivo* LPS model, suggesting its directly inhibitory effect on macrophages. However, *in vivo*, whether the proinflammtory macrophages is converted from intestinal resident macrophages or derived from recruiting monocytes remains to be illustrated. Also, the detailed mechanisms and signaling related to the inhibitory function need to be further illustrated. Overall, we defined a new function of IL17B by regulating intestinal macrophages and recruiting neutrophils in colitis. However, detailed mechanisms of how IL17B regulates macrophage functions and neutrophils infiltration will be further explored.

In this study, we focus on the effect of IL17B on immune cell responses in colitis model. Besides immune dysregulation, other factors, such as barrier function of gut mucosa, microbiota, and gut metabolism, are also important for the pathogenesis of colitis. Whether IL17B will affect these factors needs further investigation.

As for IBD, inflammatory response in colonic mucosa is a hallmark of the disease pathogenesis.As for the process of IBD, proinflammatory cytokines and anti-inflammatory cytokines are induced simultaneously and their balance is important for the progress of disease. IL10 has been induced in IBD patient and provides an anti-inflammatory function. Cytokine targeted therapies offer amelioration of inflammation (25). TNF and IL6 have been extensively defined as risk factors for IBD. Anti-inflammatory drug such as anti-TNF antibodies have been tried clinically with great success. Another option is using anti-inflammatory cytokines. Currently, several cytokines like IL10 (26, 27), IL27 (28), IL35 (29), IL37 (30, 31), and TGFB are defined as inhibitory cytokine and can protect colitis. Mucosal delivery of the immunosuppressive cytokine, such as IL27, IL35, can reduce colitis (28, 29). Injection of recombinant IL17B can reduce colitis severity, suggesting that IL17B is another novel anti-inflammatory cytokines, which might have the therapeutic potential for IBD patients.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161987, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162062.

## Ethics statement

The studies involving human participants were reviewed and approved by the Ethics Committee at Chongqing General Hospital. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Institutional Animal Care and Treatment Committee of West China Hospital, Sichuan University.

## Author contributions

XiaomZ, Xiaokz and XS performed most of the experiments and analyzed data. XiaokZ generated and bred *Il17b* ^-/-^ mice. XZ and CX performed scRNAseq experiment. CH, YX, NW helped preparing the experiment materials. YZ, GG, WZ, YL, and KL assisted with the experiments and provided technical support. QZ supervised the project and did critical revision of manuscript. HG provided the patient samples and supervised the study of clinical samples and revised the manuscript. YS obtained funding, designed the study and prepared the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Interleukin 17 B regulates colonic myeloid cell infiltration in a mouse model of DSS-induced colitis
**Source:** Front Immunol. 2023 Feb 6;14:1055256. doi: 10.3389/fimmu.2023.1055256
**Supplement:** Supplementary file 7

Supplementary Table 1: Clinical characteristic of IBD patients

| Variables | No. of patients |
| --- | --- |
| Gender (Female/Male) | 6/17 |
| Age (years; median, range) | 32,17-56 |
| Smokers (yes/no) | 8/15 |
| **Disease type** |  |
| UC | 10 |
| CD | 13 |
| **Disease level** |  |
| Active |  |
| Mild | 6 |
| Moderate | 6 |
| Severe | 3 |
| Remission | 8 |

# Supplementary material for: Interleukin 17 B regulates colonic myeloid cell infiltration in a mouse model of DSS-induced colitis
**Source:** Front Immunol. 2023 Feb 6;14:1055256. doi: 10.3389/fimmu.2023.1055256
**Supplement:** Supplementary file 8

**Supplementary Table 2. Primers used in real-time PCR.**

| Primer name | Primer sequence |
| --- | --- |
| *Il6*- Forward | 5′-CCTCTCTGCAAGAGACTTCC-3′ |
| *Il6-* Reverse | 5′-CTCCGGACTTGTGAAGTAGG-3’ |
| *Il1a*- Forward | 5’-CGAAGACTACAGTTCTGCCATT-3’ |
| *Il1a-* Reverse | 5’-GACGTTTCAGAGGTTCTCAGAG-3’ |
| *Il1b*- Forward | 5’-GGACCCCAAAAGATGAAGGGCTGC-3’ |
| *Il1b* - Reverse | 5’-GCTCTTGTTGATGTGCTGCTGCG-3’ |
| *Tnf*- Forwad | 5’-CCTATGTCTCAGCCTCTTCTCAT-3’ |
| *Tnf-* Reverse | 5’-CACTTGGTGGTTTGCTACGA-3’ |
| *C1qb*- Forward | 5’-CCAGGTCATTCGCTTCGAAAA-3’ |
| *C1qb* - Reverse | 5’-GAGGCCAGGCACCTTGCA-3’ |
| *C1qc* - Forward | 5’-CAACGCCCTCGTCAGGTT-3’ |
| *C1qc* -Reverse | 5’-ACTTCCCTGTGCTTGGGTTGT-3’ |
| *Cxcl1*-Forward | 5’-ATGGCTGGGATTCACCTCAA-3’ |
| *Cxcl1*--Reverse | 5’-AGTGTGGCTATGACTTCGGT-3’ |
| *Ccl5-*Forward | 5’-AGATCTCTGCAGCTGCCCTCA-3’ |
| *Ccl5*-Reverse | 5’-GGAGCACTTGCTGCTGGTGTAG-3’ |
| *Ccl2*- Forward | 5’-TTAAAAACCTGGATCGGAACCAA-3’ |
| *Ccl2*- Reverse | 5’-GCATTAGCTTCAGATTTACGGGT-3’ |
| *Ccl7-* Forward | 5’- CTC ATA GCC GCT GCT TTC AGC ATC-3’ |
| *Ccl7*- Reverse | 5’- GTC TAA GTA TGC TAT AGC CTC CTC-3’ |
| *Mmp8*- Forward | 5’-TCAACCAGGCCAAGGTATTG-3’ |
| *Mmp8*-Reverse | 5’-ATGAGCAGCCACGAGAAATAG-3’ |
| *Mmp9*- Forward | 5’-TTGGTTTCTGCCCTAGTGAGAGA-3’ |
| *Mmp9*- Forward | 5’-AAAGATGAACGGGAACACACAGG-3’ |
| *S100a8*- Forward | 5’-ACAAGGAAATCACCATGCCCT-3’ |
| *S100a8*- Reverse | 5’-TGTGAGATGCCACACCCACT-3’ |
| *S100a9*- Forward | 5’-CCACCATCATCGACACCTTCCATC-3’ |
| *S100a9*- Reverse | 5’-AGGTTGCCAACTGTGCTTCCAC-3’ |
| *Lcn2*- Forward | 5’-AAGGAACGTTTCACCCGCTT-3’ |
| *Lcn2*- Reverse | 5’-AATGCATTGGTCGGTGGGGA-3’ |
| *Il1f9*- Forward | 5’-GGGGAGGTTTTTGACTTGGAC-3’ |
| *Il1f9*- Reverse | 5’-TACTCTGTGGCTTCGTGGAACT-3’ |
| *Actb*- Forward | 5’-GGCTGTATTCCCCTCCATCG-3’ |
| *Actb* - Reverse | 5’-CCAGTTGGTAACAATGCCATGT-3’ |
| *Il22*- Forward | 5’- CATGCAGGAGGTGGTACCTT-3’ |
| *Il22*- Reverse | 5’- CAGACGCAAGCATTTCTCAG-3’ |
| *Il17*- Forward | 5’- CTCCAGAAGGCCCTCAGACTAC-3’ |
| *Il17*- Reverse | 5’- GGGTCTTCATTGCGGTGG-3’ |
| *Ifng*- Forward | 5’- GATGCATTCATGAGTATTGCCAAGT-3’ |
| *Ifng* - Reverse | 5’- GTGGACCACTCGGATGAGCTC-3’ |
| *Il25*- Forward | 5’- TTGGAGCTATGAGTTGGACAGGGA-3’ |
| *Il25*- Reverse | 5’- AGACCGTCTGGTTGTGGTAAAGTG-3’ |
| *hIL17B-*Forward  *hIL17B-*Reverse  *hGAPDH*-Forward  *hGAPDH-*Reverse | *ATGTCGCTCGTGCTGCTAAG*  *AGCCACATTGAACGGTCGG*  GCAAATTCCATGGCACCGT  GCCCCACTTGATTTTGGAGG |

How the deposited data were processed for this re-analysis (not part of the article)

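Bulk RNAseq was done on mouse BMDM treated with PBS or with 200 ng/ml IL17B for 6 hours, with 3 samples for each treatment, 6 in all. The authors filtered the reads, aligned them with HISAT2 2.0.4 to the mouse genome GRCm38 and with Bowtie2 2.2.5 to its coding genes, and gave each gene an estimated count with RSEM 1.2.12. The deposited table of 16978 genes holds these estimated counts and, made by the authors from the same alignments, FPKM and TPM values for each library. TPM values as deposited were not tested. The paper states that DEGs were called with DESeq2 1.4.5 at a Q value of at most 0.05, and its enrichment terms come from Metascape. The paper's single-cell and patient data are not analysed here.

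From the deposited estimated counts, rounded to whole numbers, genes with a total of at least 15 counts over the 6 libraries were kept, which left 13866. IL17B was compared with PBS by edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjusted p of at most 0.05, no block). The TMM factors lay between 0.994 and 1.01. Fold changes are IL17B over PBS, with a standard error from the quasi-likelihood statistic, and CPM values are counts scaled to the library size after TMM normalization. Gene lists were tested by camera (limma 3.58.1) with a preset inter-gene correlation of 0.01 and adjustment over the 39 lists with at least 3 tested members, and with an estimated correlation. Of the 39 lists, 11 were chosen by the study on these libraries, and their small p lowers the adjusted p of the other 28. A gene with 0 counts in the PBS libraries was given a fold change against a floor of 3 counts over the 3 PBS libraries. Floors cover counting error only. An exact permutation test of 3 against 3 samples cannot go below p = 0.1, so no such test is given for single genes.

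The design, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined, but after all values of Supplementary Table 6 had been seen. The genes named are the 10 with the smallest p in each direction, the cytokines, chemokines and macrophage markers that the paper names, the 10 upregulated DEGs with the largest fold change in Supplementary Table 6 and the DEGs of its downregulated terms, the IL17B receptor genes, and of each list up to 4 members with the highest mean. Nptxr under its overlap with Npcd, Hmga1, Cbx6, Ngfr, Foxd3, Prph, Arg1, Cxcl2, Vcan, Gm40369, Aldh1l2, LOC102633156 and the genes that DESeq2 called were named after their values were seen. Gene coordinates come from the RefSeq annotation of GRCm38.p6, matched by gene ID. The 39 lists cover cell type markers (hepatocyte, liver endothelial and stellate, Kupffer, cholangiocyte and gut epithelial, erythroid, neutrophil, lymphocyte, fibroblast, Schwann cell and nerve, muscle and bone, dendritic and mast cell, macrophage), inflammatory, receptor and metabolic groups, and the DEGs and term members of the study.

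Alternatives were DESeq2 size factors or library totals in place of TMM, DESeq2 1.42.0, limma-voom with quality weights, filterByExpr, no filter beyond 1 count, limma on log2 of the deposited FPKM plus 0.1, each library left out in turn, a replicate block, a threshold of adjusted p of at most 0.001 with an absolute log2 fold change of at least 1, the libraries of each treatment summed and compared by an exact binomial test at that threshold, and, for lists, an estimated correlation and fry. The steps were tested on simulated counts with 200 changed genes. Of 13731 genes tested in the simulated IL17B and PBS groups, edgeR recovered 90% of those changed 4-fold and 100% of those changed 8-fold, and called 8 unchanged genes. Each simulated change was the same in the 3 libraries of a treatment, with a spread set by expression level alone.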

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

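The test of hepatocyte genes in the first pattern was set before the data were examined, but after all values of Supplementary Table 6 had been seen. It names IL17B replicates 2 and 3, so the choice of these libraries was not blind to the DEGs. The other tests in this part were chosen after the values had been seen. Hepatocyte genes outside the 163 DEGs, which the paper does not discuss, were detected more often in IL17B replicates 2 and 3 than in the PBS libraries. Of 56 hepatocyte enzyme and transporter genes, 55 had a count in IL17B replicate 2 and 49 in IL17B replicate 3, against at most 30 in a PBS library. Of 38 hepatocyte genes of secreted proteins, 34 had a count in any library. Of these, 34 and 26 had one in these 2 libraries, against at most 17 in a PBS library. In IL17B replicate 1 the numbers were 25 and 19.

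The first pattern is the presence of liver genes in part of the IL17B libraries. Of the 146 upregulated DEGs, 135 were higher in each of IL17B replicates 2 and 3 than in every other library, and IL17B replicate 1 was above the highest PBS library for 15.8%, which argues against a macrophage response shared by the 3 IL17B libraries. A candidate source is RNA from hepatocytes in IL17B replicates 2 and 3: of the 56 enzyme and transporter genes outside the DEGs, 4 of which BMDM express at 10 CPM or more, 55.4% were higher in these 2 libraries than in every other, as were 41.2% of the 34 genes of secreted proteins, and Alb, the most abundant transcript of hepatocytes, led with 2334 and 691 counts. No cell sort was described for the BMDM. How such RNA would have entered was not tested, and a response present in only 2 of the 3 samples also stays open, since replicate 1 cannot exclude it.

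The second pattern is the low count of nerve genes in the same libraries. Foxd3 had 11, 6 and 10 counts with PBS and 8, 0 and 0 with IL17B replicates 1, 2 and 3, and Prph had 17, 17 and 16 and then 15, 0 and 0. RNA from Schwann cells in the PBS libraries and IL17B replicate 1 might give such counts. Of the 24 Schwann cell and nerve genes, 3 of them among the study's DEGs, 29.2% were lower in IL17B replicates 2 and 3 than in every other library. This share lay between the bounds set for and against that source and does not decide it. Of the 9 list members chosen for lying below the PBS libraries in both IL17B replicates 2 and 3, 3 lay below them in IL17B replicate 1 as well. By the bounds first set for it this share decided nothing, and a median log2 ratio replaced it after its result was seen. With 0.5 counts added, that median of the 9 genes to PBS was -2.80 and -3.54 in IL17B replicates 2 and 3, which follows from their choice. In IL17B replicate 1 it was 0.044, against -0.64 to 0.75 for each PBS library against the other PBS libraries. For these nerve genes, though not for fibroblast and stromal genes, of which 6 of 10 chosen in this way lay below PBS in IL17B replicate 1, this argues against a response shared by the 3 IL17B libraries, whereas a response in only 2 of the 3 samples and a difference in cell content stay open.

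The third pattern is the higher count of Npcd beside the lower count of Nptxr. Npcd spans Nptxr (chromosome 15 from 79786351 to 79804709). The sum of both genes had a log2 fold change of 0.037 (SE 0.14), with 115, 86 and 115 counts in the PBS libraries and 108, 102 and 113 in the IL17B libraries, whereas the gain of Npcd alone would have given the sum a log2 fold change of 0.51, a gap of 3.46 SE. This pair was chosen after Npcd was seen higher and Nptxr lower. The gap therefore restates the fall of Nptxr and cannot exclude more transcription of Npcd. Reads of one region divided between overlapping gene models would also give a sum near that of PBS. A rise of Npcd beside a separate fall of Nptxr was not tested and stays open, as does why a division of reads would differ between the treatments.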

How the results depend on the processing

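The alternatives with robust estimation and that without IL17B replicates 2 and 3 together were chosen after seeing the data. The count of 0 genes called, with 0 higher, 0 lower and 0 of the study's DEGs, was the same with DESeq2 size factors and library totals, and for the called genes also with limma-voom, filterByExpr, no filter, limma on FPKM and the stricter threshold. Of the 163 DEGs, filterByExpr left 29 to be tested, limma on FPKM 137 and the fit without IL17B replicate 2 112. The remaining DEGs could not be called in those settings. DESeq2 called 6 genes, all 6 higher and 5 among the DEGs. Leaving out 1 library at a time gave 0 to 86 called genes, 0 to 77 higher, 0 to 9 lower and 0 to 82 of the DEGs; the upper values came without IL17B replicate 1, and each other library gave 0. With the replicate block 76 genes were called, 74 higher and 2 lower, 73 of them DEGs. Of these 76, 61 were also called without IL17B replicate 1. The labels share replicate numbers, and deviations from the treatment means correlated by 0.0055, 0.0328 and -0.00661 between samples of the same number. These values give no sign of pairing by number. Samples of unlike number were not compared, so paired samples cannot be excluded. Robust estimation called 1 gene (1 higher, Npcd, a DEG), and 55 without IL17B replicate 1 (45 higher, 10 lower). Without IL17B replicates 2 and 3 together, where the lone IL17B library is assumed to vary like the PBS libraries, 0 were called. With the libraries summed, which leaves out the spread between replicates, 165 genes were called, 149 higher and 16 lower, 160 of them DEGs. The cause of these shifts was not tested. Of the 39 gene lists 17 were called by camera (17 to 21 without 1 library), 9 with filterByExpr, where fewer genes were tested, 8 without IL17B replicates 2 and 3 together, and 0 with an estimated correlation or by fry. The 17 lists called in the main fit include all 11 lists of the study's DEGs and term members, which were chosen on these libraries. Of the other 28 lists 6 were called there, 3 higher and 3 lower. Cell cycle genes turned to higher without PBS replicate 1, and over the fits without 1 library their adjusted p ran from 1.84e-08 to 0.964. Interferon response genes, with 8.72e-06 to 0.214 over these fits, turned to lower without PBS replicate 3 (0.00978), without IL17B replicate 3 (0.000312) and without IL17B replicates 2 and 3 together (0.000444). In that last setting the complement and coagulation list turned to lower (0.792) and the study's proliferation term to higher (0.834). Receptor tyrosine kinase genes were called lower with DESeq2 size factors (adjusted p = 0.0475), library totals (0.048), no filter (0.042), the block (0.0482), DESeq2 (0.0443) and without PBS replicate 1 (0.0025), and over all alternatives their adjusted p ran from 0.0025 to 0.563. The adjustment includes the 11 lists chosen on these libraries, so calls just under 0.05 may rest on them. No named gene turned its direction in a fit that called it. Genes with under 10 counts per library, such as Il6 and Il17rb, are limited by depth.

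The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 0 genes, and the highest of the other splits also called 0, so 10 of 10 were as large. Against a count of 0 any split is as large, so this comparison decides nothing. For gene lists the real split called 17 and the highest other split 23, and 4 of the 10 splits were as large as the real one. The 17 include 11 lists that the study chose on this same split. Without the study's lists the real split called 6 and the highest other split 12.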

Differences from the paper's values

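Robust estimation is the alternative in this part that was chosen after the values had been seen. The paper gives 163 DEGs at a Q value of at most 0.05, and 0 genes were called here by edgeR at an adjusted p of 0.05. For upregulated DEGs the paper's value is 146 and the value here is 0, and for downregulated DEGs the paper's value is 17 and the value here is 0. Of the alternatives set before the data were examined, the summed libraries came within 1.5 times of the paper in all 3 values, with 165 genes called, 149 higher and 16 lower, at an adjusted p of at most 0.001 and an absolute log2 fold change of at least 1. These thresholds differ from the Q value that the paper states, and the DEGs of Supplementary Table 6 keep to them, with a largest Q of 0.000979 and a smallest absolute log2 fold change of 1.01. They were set after those values had been seen, so the similar counts may be partly built in. The summed libraries called 160 of the paper's 163 DEGs. This overlap, like that of the replicate block, was not planned beforehand. Over the 163 DEGs, the paper's log2 fold changes correlated by 0.999 with those of the summed libraries, and its Q values by 0.993 (Spearman). The summed test leaves out the spread between replicates, and edgeR, which counts that spread, called 0 of the 163. The other alternatives differed from the paper in each of the 3 values. Those that called any of the paper's DEGs were DESeq2 with 5, the fit without IL17B replicate 1 with 82 and the replicate block with 73. Robust estimation, chosen after seeing the values, called Npcd and dropped the other 162, and without IL17B replicate 1 it called 44 of the upregulated and 5 of the downregulated DEGs.

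The log2 fold changes that Supplementary Table 6 gives for the DEGs of its downregulated terms and for Npcd, Apoa2, Cyp2e1 and Hp lay within 1 standard error of the values here, from the same libraries. Its 10 leading upregulated DEGs had 0 counts in the PBS libraries, so that their fold changes have only a lower bound.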

Other observations

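Vcan, Gm40369, Aldh1l2 and LOC102633156 were chosen after their values had been seen, and the lists had been set before. Markers of several other cell types were tested as lists. Kupffer cell markers (13 tested), liver endothelial and stellate cell markers (9), cholangiocyte and gut epithelial markers (5), neutrophil genes (9), lymphocyte genes (9), muscle and bone genes (9) and dendritic and mast cell genes (8) had 0 called members by edgeR, with camera adjusted p of 0.63, 0.802, 0.873, 0.911, 0.72, 0.75 and 0.881. Of 7 erythroid genes 0 were called (camera adjusted p = 0.506), and the haemoglobin gene Hba-a2, one of the DEGs, had 0 counts in each PBS library and IL17B replicate 1 and 15 and 10 counts in IL17B replicates 2 and 3. The 25 macrophage identity genes had a camera adjusted p of 0.942, and the 12 tested genes of the IL17 receptor family and its adaptors 0.972. The hepatocyte genes of secreted proteins (16 tested) were higher by camera (5.54e-05), though not with an estimated correlation (adjusted p = 0.15). That list was also not called with filterByExpr (0.0784) or without IL17B replicate 2 (0.348). This was likely in advance, since these settings take out genes or counts behind the call. Sex-linked genes were too few for a list test, and Eif2s3y had 29, 28 and 26 counts with PBS and 38, 32 and 31 with IL17B. For several lists, macrophage identity and neutrophil genes among them, the median, the mean and the test differed in sign, and none of these lists was called.

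The 23 stress and heat shock genes were lower by camera (adjusted p = 0.0047), but not with an estimated correlation (adjusted p = 0.344), and the call was lost without PBS replicate 2 (0.0567) and without IL17B replicate 1 (0.244). Atf3 was at 232 ± 12.0 CPM with PBS and 211 ± 14.8 CPM with IL17B, and the haem oxygenase gene Hmox1 at 411 ± 41.4 CPM and 356 ± 40.0 CPM (SD, n = 3 each). Interferon response genes (26 tested, camera adjusted p = 0.195) summed to 1422, 1712 and 1134 CPM in the PBS libraries and to 1227, 1312 and 1764 CPM in the IL17B libraries, with means of 1423 ± 289 CPM and 1434 ± 288 CPM. The list was called higher by limma-voom with quality weights (0.0347), and its direction and call turned with the library left out: higher without PBS replicate 2 (8.72e-06), IL17B replicate 1 (0.00054) or IL17B replicate 2 (0.00226), and lower without PBS replicate 3 (0.00978) or IL17B replicate 3 (0.000312). Vcan, a matrix proteoglycan of monocytes, had 284, 257 and 387 counts with PBS and 466, 407 and 473 with IL17B (log2 fold change 0.54, SE 0.14, adjusted p = 0.862 by edgeR).

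Of the 17 downregulated DEGs, 9 did not separate the treatments, and some had most of their counts in 1 or 2 PBS libraries. Gm40369 had 23, 0 and 0 counts with PBS and 0 with each IL17B sample, Aldh1l2 had 12, 59 and 7 with PBS and 8, 6 and 12 with IL17B, and LOC102633156 had 63, 18 and 0 with PBS and 0, 0 and 7 with IL17B. Of the 146 upregulated DEGs, 94 had no count in the PBS libraries, and 85 had none in IL17B replicate 1 either.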
